# Thermal fluctuations affect the transcriptome through mechanisms independent of average temperature

**DOI:** 10.1038/srep30975

**Published:** 2016-08-04

**Authors:** Jesper Givskov Sørensen, Mads Fristrup Schou, Torsten Nygaard Kristensen, Volker Loeschcke

## Abstract

Terrestrial ectotherms are challenged by variation in both mean and variance of temperature. Phenotypic plasticity (thermal acclimation) might mitigate adverse effects, however, we lack a fundamental understanding of the molecular mechanisms of thermal acclimation and how they are affected by fluctuating temperature. Here we investigated the effect of thermal acclimation in *Drosophila melanogaster* on critical thermal maxima (CTmax) and associated global gene expression profiles as induced by two constant and two ecologically relevant (non-stressful) diurnally fluctuating temperature regimes. Both mean and fluctuation of temperature contributed to thermal acclimation and affected the transcriptome. The transcriptomic response to mean temperatures comprised modification of a major part of the transcriptome, while the response to fluctuations affected a much smaller set of genes, which was highly independent of both the response to a change in mean temperature and to the classic heat shock response. Although the independent transcriptional effects caused by fluctuations were relatively small, they are likely to contribute to our understanding of thermal adaptation. We provide evidence that environmental sensing, particularly phototransduction, is a central mechanism underlying the regulation of thermal acclimation to fluctuating temperatures. Thus, genes and pathways involved in phototransduction are likely of importance in fluctuating climates.

It is widely accepted that global climate change will affect ectothermic organisms through changes in means and variances of temperatures^1^. However, exactly how organisms will be affected is less well understood^2^. It is, for example, not clear whether tropical or mid-latitude terrestrial ectotherms are most vulnerable to warming^3^,^4^. Recent studies points to a major impact of extreme events rather than mean temperatures on the distribution of populations^5^,^6^,^7^, and it has been argued that many species are likely to depend heavily on adaptive behavioral or physiological responses (acclimation) to survive variable and sometimes stressful thermal conditions^8^,^9^,^10^. Studying in depth if, when and how organisms respond to temperature challenges through modifications of physiology or behavior is therefore important for a better understanding of thermal adaptation in general and the effects of thermal variation specifically^11^,^12^.

From laboratory studies of ectotherms we have obtained detailed information about costs and benefits of acclimation at low and high temperatures^8^,^12^. Generally, beneficial thermal acclimation is known to affect thermal preference and performance, including increasing tolerance to subsequent exposure to more stressful temperatures^8^,^13^. In nature terrestrial ectotherms are rarely exposed to constant thermal conditions, however, current knowledge of temperature acclimation relies primarily on studies at constant temperatures^14^. Hardening and acclimation at variable temperatures have been shown to induce increased heat tolerance^15^,^16^ and might elicit a different stress response to subsequent temperature challenges compared to a pretreatment at constant temperatures^17^,^18^,^19^. Furthermore, the few studies investigating plastic responses to low and high temperatures in the field or under semi-natural conditions do not always support conclusions based on laboratory studies as costs and benefits may differ in these two very different environments^20^,^21^. Thus, knowledge on the physiological mechanisms affected by mean and natural fluctuations in temperature is crucial for understanding adaptation to varying climatic conditions from hourly to annual scales^19^.

Global or targeted molecular studies have identified and investigated the physiological mechanisms underlying responses to short term exposure to cold or hot pretreatments^22^,^23^,^24^,^25^,^26^,^27^ and the functional basis for increased heat and cold resistance^28^,^29^,^30^. However, while developmental temperature strongly impacts on adult heat tolerance we have little information about the molecular mechanisms through which thermal acclimation mediates heat tolerance in adult insects^10^,^23^. Further, we lack knowledge on the molecular mechanisms by which thermal fluctuations affect heat tolerance (but see Podrabsky & Somero)^18^. Thus, it is not only relevant to consider the relative contribution of plastic and genetic adaptation to thermal stress^31^,^32^, but also how different components of the thermal environment, including ecologically relevant fluctuating thermal conditions during development, influence the molecular physiology and thus contribute to changes in heat tolerance.

In this study we investigate the acclimation of a Danish population of *D. melanogaster* to mean and fluctuation of temperature at the transcriptomic level, and attempt to discern whether corresponding acclimation effects on heat tolerance are mediated by independent or shared molecular mechanisms and pathways. We submitted flies to four thermal treatments during development and early adult-life, constant temperatures of either 15 or 25 °C or fluctuating temperatures with mean temperatures of 15 or 25 °C. Using a dynamic thermal tolerance assay^33^ we measured high temperature tolerance of a set of adult flies from each of the four thermal treatments. In parallel, we performed global gene expression analyses on another set of flies from each of the four thermal treatments (shortly acclimated to 20 °C) and on flies ramped to 35 °C using the methodology of the thermal tolerance assay (see Fig. 1 for design). With this design we aimed at investigating three hypotheses at the transcriptomic and/or phenotypic levels: 1) Thermal fluctuations induce transcriptional responses that overlap with the responses to mean temperature acclimation (long term) or to the induced heat shock response during thermal ramping (short term). 2) The effect size of the response to thermal fluctuations is small, i.e. it has little effect on heat tolerance and the transcriptome, compared to the response to mean temperature. 3) Regarding heat tolerance, the effect of thermal fluctuations will depend on the mean temperature, i.e. the phenotypic change is primarily controlled by the absolute temperatures experienced and not the change in temperature itself. Similarly, the transcriptomic response to fluctuations will primarily depend on mean temperature, even though the transcriptome might also reveal a common response driven by the fluctuation itself. Our design enabled us to generate knowledge on the impact of ecologically relevant thermal fluctuation (Figure S1) at both the organismal tolerance and molecular level thereby broadening the understanding of plastic adaptation to a variable climate.

## Results

### Heat tolerance phenotype

Both mean temperature and temperature fluctuations had a marked positive effect on heat tolerance (Fig. 2). CTmax was lowest for flies from constant 15 °C and highest (with an absolute difference of about 0.75 °C) for flies from the warmer (25 °C) and fluctuating treatment. Two-way ANOVA showed a highly significant effect of mean temperature (15 or 25 °C) (F_(1,189)_ = 67.0, P < 0.001) and temperature regime (constant or fluctuating) (F_(1,189)_ = 9.7, P = 0.002), while the interaction among these two factors was non-significant (F_(1,189)_ = 3.4, P = 0.067).

### Gene expression

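Expression was measured in male *D. melanogaster* on 24 Affymetrix Drosophila Genome 2.0 arrays, 3 for each of 8 groups. The groups combine 2 mean temperatures (15 and 25 °C), the constant and the fluctuating regime, and 2 assay temperatures (20 °C, or ramped to 35 °C). Males were kept in groups of 20 per vial, so that an array measures a pool of flies, and each regime had its own cabinet. The spread between replicates is therefore that between pools of 1 cabinet. The authors' deposited table holds GC-RMA values (background corrected with the probe sequences, then summarised per probe set) on the log2 scale. Leaving out the 183 control probe sets, 18769 were tested, of which 13647 carry a single gene symbol. Linear models with a moderated variance (limma) were fitted to the 8 group means, with 12 contrasts and p adjusted by Benjamini-Hochberg within each; probe sets with an adjusted p under 0.05 are called differentially expressed. The array 15 °C fluctuating, 35 °C, replicate 3, had a correlation of 0.208 to 0.216 with the other arrays, while the others correlated with each other at up to 0.998. Its SD over probe sets was 1.21, against 2.68 to 2.76 on the others, its 18S rRNA signal was 8.18, against 13.2 to 13.6, and its bacterial control BioB read 13.7, against 8.28 to 9.03. The contrasts were planned on all 24 arrays before the data were examined, and were also made on the 23 arrays without this one, a step chosen after its values were seen. Genes and groups of genes are described from the 23 arrays, and counts are given from both. A further array, 15 °C constant, 20 °C, replicate 1, read a median of 5.19 log2 units higher over 18 egg shell and yolk genes than the other 2 arrays of its group. Values from 22 arrays, without both of these arrays, are given for some of the results. The number of arrays limits the precision of every value.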

Across treatment contrasts, a variable number of up- and down regulated genes was detected by this study (Fig. 3). The resulting lists of differentially expressed genes in each individual contrast (e.g. gene expression of flies from constant 15 and 25 °C) and Venn diagrams of the overlaps among individual contrasts within the main treatment comparisons are available in Tables S1, S2 and Figure S2. 

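*Ca-beta*, which encodes a subunit of voltage-gated calcium channels, and the clock gene *timeless* (*tim*) differed between the constant and the fluctuating regime in 3 of the 4 contrasts. *Ca-beta* was higher in fluctuating flies by 0.74 log2 units at a mean of 15 °C assayed at 20 °C (adjusted p = 0.0074, limma on 23 arrays) and by 0.71 at 25 °C assayed at 35 °C (adjusted p = 0.029). Its change at 25 °C assayed at 20 °C was 0.47 (adjusted p = 0.12). *tim* was higher by 0.44 to 0.47 in 3 contrasts, while its change at 15 °C assayed at 20 °C was -0.048 (adjusted p = 0.82). Calls of single genes for the regime rest on few arrays: leaving out 1 array raised the adjusted p of *Ca-beta* in the first of these contrasts to at most 0.044, but that of *tim* at 25 °C, 20 °C to as much as 0.090. The other probe sets of both genes changed less over the mean of the contrasts, by 0.11 and 0.042 for *Ca-beta* (0.68 for the one used) and by 0.043 for *tim* (0.33 for the one used). On the 23 arrays 966 probe sets differed between regimes in any contrast. Of these, 757 did so in 1 contrast, 189 in 2, 20 in 3 and 0 in all 4. With heat ramping *Hsp68* rose and the gene *CG11892* fell in all 4 contrasts, as did 1362 of the 5156 probe sets that changed in any, 1361 of them in a single direction. Between mean temperatures the muscle gene *flightin* (*fln*) and the NADH dehydrogenase gene *ND-B8* differed in all 4 contrasts, together with 4100 of 11187 probe sets, 4095 of them in a single direction.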

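The gene *CG13026* fell between mean temperatures and *CG10514* fell with ramping in the main fit, on 24 as on 23 arrays. With only the arrays of the contrast, out of the 24, no probe set was called between mean temperatures in fluctuating flies at 35 °C. The same held for ramping in 15 °C fluctuating flies. *CG13026* was lower at 25 than at 15 °C by 2.09 to 2.53 log2 units (highest adjusted p = 1.7e-07, limma on 23 arrays), with a standard error of at most 0.17. *CG10514* fell by 2.29 to 2.64 log2 units with ramping (highest adjusted p = 8.9e-12). By contrast *Semp1*, which fell by 0.89 under fluctuation at 25 °C, 20 °C (adjusted p = 0.0043 on 23 arrays), had an adjusted p of 1 on 24 arrays. That contrast does not hold the array with the low correlation, and its median absolute change over all probe sets was 0.088 in both fits. The fit shares 1 spread over all 8 groups, so this array widens it in every contrast. Between mean temperatures, 8063, 8188, 6628 and 6214 probe sets differed on 23 arrays in constant flies at 20 and 35 °C and in fluctuating flies at 20 and 35 °C, in that order. On all 24 arrays these counts were 818, 1119, 369 and 1458, and all but 2 of those probe sets were also called, with the same sign, on 23. Ramping changed 2720, 2526, 3467 and 3116 probe sets in 15 °C constant, 15 °C fluctuating, 25 °C constant and 25 °C fluctuating flies on 23 arrays, and 245, 476, 374 and 372 on 24. Fluctuation changed 405 and 417 probe sets at 15 °C (assayed at 20 and 35 °C) and 176 and 197 at 25 °C on 23 arrays. On 24 arrays it changed 0 in each, where 413, 7133, 206 and 326 had an unadjusted p under 0.05. On the same 24 arrays, limma with array weights called 1451, 32, 573 and 6100 for fluctuation, and limma with a variance trend 0, 4, 0 and 0. Counts on 23 arrays fell by more than a factor of 1.5 without 15 °C fluctuating, 35 °C, replicate 2, to 3283 between mean temperatures in fluctuating flies at 35 °C and to 1511 with ramping in 15 °C fluctuating flies. On 24 arrays leaving out another array gave 360 to 570 in constant flies at 20 °C, and leaving out the array with the low correlation gave 6214 in fluctuating flies at 35 °C.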

Mean temperature (15 *vs.* 25 °C) had the largest effect on the number of genes, followed by thermal ramping (20 *vs.* 35 °C) while temperature regime (constant *vs*. fluctuating) had a quite small effect on gene expression (Fig. 3). The magnitude of differential expression followed a slightly different pattern as ramping led to the largest fold change in expression followed by mean temperature, while thermal fluctuations only led to very modest fold changes (Figure S3).

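Ramping gave the largest changes. *Hsp68*, a heat shock protein of the Hsp70 family, rose by 5.26 ± 0.072 log2 units (standard error, limma on 23 arrays) in 15 °C constant flies, from 8.71 ± 0.14 to 13.97 ± 0.024 (SD, n = 3 arrays), and by 5.94 ± 0.072 in 25 °C constant flies. *CG5290* rose by 3.81 to 5.00 and the small heat shock gene *Hsp26* by 3.63 to 4.48. In the other direction, *CG11892* fell by 2.82 to 3.11 and *CG10560* fell by 2.96 in 15 °C fluctuating flies. Between mean temperatures the flight muscle genes *TpnC4* and *fln* fell most, by 4.51 ± 0.24 and 4.44 ± 0.30 in constant flies at 20 °C. The antimicrobial peptide gene *Metchnikowin* (*Mtk*) was higher at 25 °C by 2.49 to 4.09; its rise of 3.04 in fluctuating flies at 35 °C (adjusted p = 0.0043) had an adjusted p of up to 0.076 with 1 array left out. *Npc2e*, a sterol-binding protein gene, was higher by 2.52 to 3.10. Under fluctuation *CG14499* fell by 1.23 ± 0.24 and *CG17560* by 1.09 ± 0.11 at 25 °C, 35 °C. Over all probe sets, 52 to 58 per contrast changed by more than 2 log2 units with ramping, 21 to 40 between mean temperatures and 1 to 11 under fluctuation. The count of 11, at 15 °C, 20 °C, was 0 on 22 arrays, without the array that carried egg shell transcripts. On 24 arrays the median absolute change in 15 °C, 35 °C flies under fluctuation was 0.723, against 0.115 on 23.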

Principal component analysis of the global gene expression profiles clearly separated the samples according to mean temperature along PC1 and according to heat ramping along PC2 (Fig. 4). 

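On the 23 arrays the first component, with 32.9% of the variance, separated the mean temperatures, with F = 270.9 (permutation p = 1.25e-05, the smallest that the arrangements allow). Between these temperatures *Npc2e* was higher at 25 °C (adjusted p = 4.4e-07 in constant flies at 20 °C, limma), and *CG7214* fell by 3.63 log2 units. The second component, with 15.8%, separated ramped from unramped flies (F = 834.8, permutation p = 1.25e-05). *Hsp68*, *Hsp26* and *CG7130* rose, and *CG10553* fell, with ramping in all 4 contrasts. The scores were tested by permuting arrays within the levels of the other factors, in 80000 arrangements. On all 24 arrays, the first component held 66.8% and set the array with the low correlation apart from the rest, with permutation p = 0.37 for mean temperature, 0.45 for fluctuation and 0.19 for ramping. Mean temperature then lay on the second component (12.9%, F = 217.6) and ramping on the third (6.89%, F = 300.0), each with the smallest permutation p of 160000 arrangements.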

Three-way ANOVA of the PC scores showed significant effects occurring for the first 4 PCs (Table 1). In addition to the significant effects of mean temperature and adult thermal treatment (heat ramping), we also found a significant effect of temperature fluctuation for PC1 and PC4. Thus, even though only few genes were significantly differentially expressed by the temperature fluctuation, a significant signal was detectable from this treatment.

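Genes whose response to ramping depended on mean temperature were few among constant flies and included *AsnS* (asparagine synthetase), *Hsp27* and the receptor gene *Cubn*. *AsnS* was 2.24 log2 units higher at 25 than at 15 °C after ramping and 0.57 higher without it, a difference of 1.67 (adjusted p = 0.00018, limma on 23 arrays). *Cubn* was lower at 25 °C by 0.98 after ramping and had a change of 0.43 without it, a difference of -1.41 (adjusted p = 0.0011). Among the first 4 components of the 23 arrays, terms for mean temperature with fluctuation had F = 3.43, 5.34, 8.00 and 1.00. Terms for mean temperature with ramping had F = 0.343, 0.470, 5.19 and 0.053, and those for fluctuation with ramping 0.186, 0.0010, 0.251 and 0.0014. The terms for all 3 factors had F = 0.588, 0.561, 0.084 and 1.65. These interaction terms were not given a p, because permuting arrays does not hold the main effects fixed. On the third component 15 °C fluctuating, 35 °C, replicate 2, scored 131.7 and the other array of its group -20.0. All other arrays lay between -64.8 and 66.5, so the F values on this component rest in part on that 1 array. On 24 arrays the largest F among interaction terms was 6.61, for mean temperature with fluctuation on the fourth component.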

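The fluctuating regime moved arrays along the fourth component, which held 6.79% of the variance on 23 arrays (F = 22.1, permutation p = 0.00031). It also had F = 5.69 on the first component (permutation p = 0.027). The histidine decarboxylase gene *Hdc* and the cation channel gene *trp*, both of photoreceptor signalling, were among genes higher in the fluctuating regime over the mean of the 4 contrasts. *Hdc* was higher by 0.54 log2 units (adjusted p = 0.00013, limma) and *trp* by 0.56 (adjusted p = 0.00066). Without the array 25 °C constant, 35 °C, replicate 3, the permutation p on the first component was 0.086, where that on the fourth was 0.0064. In 4 settings fluctuation had its highest F on the third component: with only probe sets that had a mean of at least 4 on the log2 scale (F = 49.1, permutation p = 0.00011, against 0.45 on the fourth), without 15 °C fluctuating, 35 °C, replicate 2 (F = 32.1, permutation p = 0.00022, against 0.39 on the fourth), without replicate 1 of that group (F = 24.1, permutation p = 0.020, against 0.0011) and without 25 °C constant, 20 °C, replicate 1 (F = 11.2, permutation p = 0.0019, against 0.019). On all 24 arrays the fourth component held 2.52%, with F = 36.6 for fluctuation (permutation p = 1.25e-05).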

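Averaged over the 4 contrasts, the calcium channel gene *Ca-beta*, the G protein gene *Galphaq* and the sodium channel gene *NaCP60E* were higher in the fluctuating regime, and *Semp1* and the glutathione S-transferase gene *GstD5* were lower. *NaCP60E* was higher by 0.69 ± 0.087 log2 units (standard error, adjusted p = 8.8e-05, limma on 23 arrays), *Galphaq* by 0.58 ± 0.081 (adjusted p = 0.00017) and *Ca-beta* by 0.68 ± 0.070 (adjusted p = 1.3e-05). *Semp1* fell by 0.56 ± 0.065 (adjusted p = 4.2e-05) and *GstD5* fell by 0.70 ± 0.12 (adjusted p = 0.00087). Other probe sets of 3 of these genes did not show this change or showed less of it: *NaCP60E* 0.0038, *Ca-beta* 0.11 and 0.042, and *Galphaq* 0.032 and 0.39. With any further array left out, the highest adjusted p among these 5 genes was 0.0031. In this average 2858 probe sets were differentially expressed on 23 arrays, and 16 on 24 (2 without 15 °C constant, 20 °C, replicate 3). On the 24 arrays *NaCP60E* (adjusted p = 0.026) and *GstD5* (adjusted p = 0.040) were among the 16, and *Galphaq* had an adjusted p of 0.73. Exchanging the regime labels of arrays at random gave at most 14 on 23 arrays and 0 on 24, in 100 splits that include the real one.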

We applied GO-term enrichment analyses (see Table S3) to identify groups of differentially expressed genes. To further investigate the functional significance of the changes in global gene expression we used GAGE^34^ to identify KEGG pathways that were significantly enriched by the treatments of the study (Fig. 5). The response to mean temperature was to a large degree common among nested treatments and was largely dominated by responses in processes related to energy production (down in 25 °C), metabolism and bio-synthesis (up in 25 °C). 

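Genes of energy production were lower in flies from 25 than from 15 °C. Genes of fat metabolism, cytochromes P450, digestion and translation were more often higher than lower. Of 57 genes of oxidative phosphorylation, 53 were lower and 1 higher in constant flies at 20 °C (53 and 1 adjusted over the list alone), and 44 lower and 1 higher in fluctuating flies at 35 °C (48 and 1 adjusted over the list alone). *ND-B8* of complex I fell by 1.63 ± 0.12 log2 units in the first contrast (adjusted p = 8.5e-09, limma on 23 arrays), and *COX7A* rose by 0.30 ± 0.064 (adjusted p = 0.00073). Of 14 genes of the TCA cycle 11 were lower in constant flies at both assay temperatures and 8 in fluctuating flies (11, 11, 10 and 8 adjusted over the list alone), among them *Idh3a*, which fell by 0.89. In glycolysis 7 of 11 genes were lower in constant flies, and 4 and 3 in fluctuating flies (7, 7, 5 and 5 adjusted over the list alone). *Gapdh1* fell by 0.67 and hexokinase *Hex-C* rose by 0.64. Of 15 muscle genes 13 or 14 were lower in every contrast (14 or 15 adjusted over the list alone). Among 34 cytosolic ribosomal protein genes 23 to 28 were higher and 3 to 5 lower (24 to 28 and 3 to 5 adjusted over the list alone), with *RpL34a* up by 0.45 to 0.68, while *RpS28a* fell by 0.82 to 1.30. Of 26 proteasome genes 5, 10, 21 and 15 were higher (3, 10, 22 and 17 adjusted over the list alone), with *Prosalpha4* up by 0.43 to 0.73. Among 22 genes of protein processing in the endoplasmic reticulum 8 to 14 were higher and 1 or 2 lower (8 to 14 higher adjusted over the list alone), among them *Hsc70-3*. The lists were tested with camera, which compares a list with all other genes, at a preset correlation of 0.01. Its adjusted p for oxidative phosphorylation was 1.5e-18 in constant flies at 20 °C, but the adjusted p = 0.25 with an estimated correlation. For muscle it was 7.4e-10 (adjusted p = 0.12 with an estimated correlation), and none of these 7 lists had an adjusted p under 0.05 with an estimated correlation in constant flies at 20 °C. On 24 arrays 0 of the 57 genes of oxidative phosphorylation passed in any contrast; the list's camera adjusted p in fluctuating flies at 35 °C was 0.0045, with the opposite direction (adjusted p = 0.71 with an estimated correlation), and 6.9e-11 without the array with the low correlation. From these pathways the paper states that the response was largely common to the nested treatments.

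**Figure D1:**
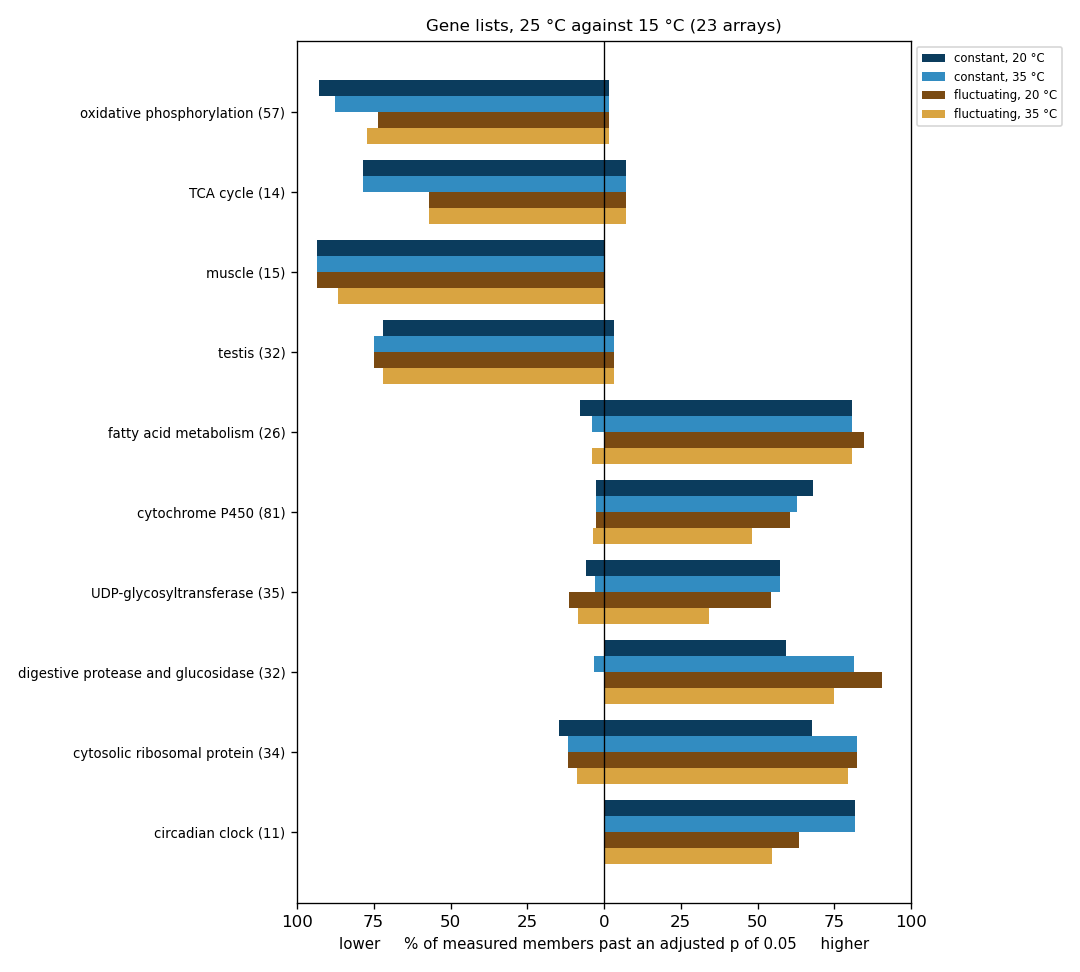
Percent of the measured genes of each list (number in brackets) with an adjusted p under 0.05 between mean temperatures on 23 arrays, higher at 25 °C to the right and lower to the left. Each bar is 1 of the 4 contrasts; muscle reaches 13 or 14 of 15 genes lower in each.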

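The gene *CG17560* was called under fluctuation at 25 °C and not at 15 °C. It fell by 0.99 and 1.09 log2 units at 25 °C (adjusted p = 0.00045 and 9.8e-05, limma on 23 arrays), and at 15 °C its changes were -0.048 and -0.031. The difference between mean temperatures was -0.94 at 20 °C (adjusted p = 0.032, 0.10 on 22 arrays and at most 0.12 with 1 array left out) and -1.06 at 35 °C (adjusted p = 0.044). The latter was 0.051 with a block for the replicate number and 0.13 with the arrays of the contrast alone, and rose above 0.05 without any 1 of 8 of its 11 arrays (at most 0.18). Flight muscle actin *Act88F* fell by 0.69 and 0.93 at 15 °C (adjusted p = 0.037 and 0.016), with changes of 0.31 and -0.011 at 25 °C, while *GstD2* fell by 0.81 and 0.88 at 25 °C (adjusted p = 0.050 and 0.043). With 1 array left out these adjusted p rose to as much as 0.22 for *Act88F* at 20 °C (0.12 without 15 °C constant, 20 °C, replicate 1) and 0.28 for *GstD2*. Of the probe sets called on 23 arrays at 15 °C, 282 were higher and 123 lower in fluctuating flies at 20 °C (213 and 60 on 22 arrays), and 330 and 87 at 35 °C. At 25 °C, 11 were higher and 165 lower at 20 °C, and 115 and 82 at 35 °C (298 and 185 on 22 arrays). These splits moved with scaling: aligning the array medians gave 556 and 68, 239 and 153, and 46 and 78 in the first, second and last of these contrasts, and quantile normalization gave 420 and 106 and 278 and 132 in the first 2. Contrasts at the same mean temperature shared 150 probe sets at 15 °C (9.00 by chance) and 39 at 25 °C (1.85 by chance), all in the same direction. Between mean temperatures, those at 20 °C shared 6 (3.80 by chance) and those at 35 °C 22 (4.38 by chance), 21 of the latter in the same direction. A single array moved each count: without 15 °C fluctuating, 35 °C, replicate 2, the contrast at 15 °C, 35 °C gave 6, without replicate 1 of that group 1609, without 25 °C fluctuating, 20 °C, replicate 1, the contrast at 25 °C, 20 °C gave 8, and without 25 °C fluctuating, 35 °C, replicate 2 or 3, that at 25 °C, 35 °C gave 8 or 2047. The count at 15 °C, 20 °C was 175 without 15 °C fluctuating, 20 °C, replicate 3.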

The response to fluctuating temperatures was more variable among treatments, possibly due to the (order of magnitude) lower number of genes. Analysis showed never-the-less a consistent up-regulation in the phototransduction pathway in flies from fluctuating environments, and a less consistent down-regulation of various metabolic and genetic processing (e.g. transcription, translation) pathways (Fig. 5B). 

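Genes of phototransduction and of nerve cells were higher in fluctuating flies over the mean of the contrasts, and genes of glutathione transfer, glycosyl transfer and digestion were lower. Of 21 phototransduction genes, 13 were higher and none was lower at 15 °C, 20 °C, 8 at 15 °C, 35 °C, 0 at 25 °C, 20 °C and 2 at 25 °C, 35 °C (16, 14, 0 and 9 adjusted over the list alone, with 1 lower in the last). *Galphaq*, the G protein alpha subunit of the pathway, was higher by 0.83 ± 0.16 log2 units (adjusted p = 0.0086, limma on 23 arrays) and 0.75 ± 0.18 (adjusted p = 0.029) at 15 °C, but over the mean of the contrasts its other 2 probe sets changed by 0.032 and 0.39 (0.58 for the one used). The list's median change was 0.51, 0.53, 0.094 and 0.27, and its camera adjusted p were 1.0e-16, 1.3e-10, 0.066 and 8.8e-05; the adjusted p = 0.20, 0.30, 0.80 and 0.58 with an estimated correlation. Of 34 neuronal and synaptic genes 15, 7, 0 and 5 were higher (28, 20, 0 and 8 adjusted over the list alone), among them the potassium channel gene *Shaker* (*Sh*), up by 0.75 at 15 °C, 20 °C (adjusted p = 0.0077). Of 17 genes of photoreceptor and eye support 5, 3, 0 and 2 were higher (7, 7, 0 and 7 adjusted over the list alone), *chaoptin* (*chp*) among them. Of 71 mitochondrial ribosomal protein genes 7 were lower at 15 °C, 20 °C and 0 elsewhere (40 and 0 adjusted over the list alone), and only 1 on the 22 arrays without 15 °C constant, 20 °C, replicate 1. None of the 26 proteasome genes passed in any contrast (14, 1, 0 and 0 lower adjusted over the list alone), and none of the 34 cytosolic ribosomal protein genes did (0 adjusted over the list alone). In the mean of the 4 contrasts 15 of 21 phototransduction and 24 of 34 neuronal genes were higher (16 and 26 adjusted over the list alone), with camera adjusted p of 1.2e-11 and 1.3e-15 (adjusted p = 0.18 with an estimated correlation in both). In the same mean 17 of 34 glutathione S-transferase genes, 10 of 35 UDP-glycosyltransferase genes and 17 of 32 digestive genes were lower (22, 14 and 25 adjusted over the list alone), with camera adjusted p of 1.5e-08, 3.2e-05 and 9.0e-09 (adjusted p = 0.18 with an estimated correlation in each). On 24 arrays none of these genes passed in the 4 contrasts, and the phototransduction list had camera adjusted p of 2.3e-10, 0.76, 0.28 and 0.0012 (adjusted p = 0.32 in the first and 0.98 in the last with an estimated correlation). Without 15 °C constant, 20 °C, replicate 1, that list had 10 genes higher at 15 °C, 20 °C.

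**Figure D2:**
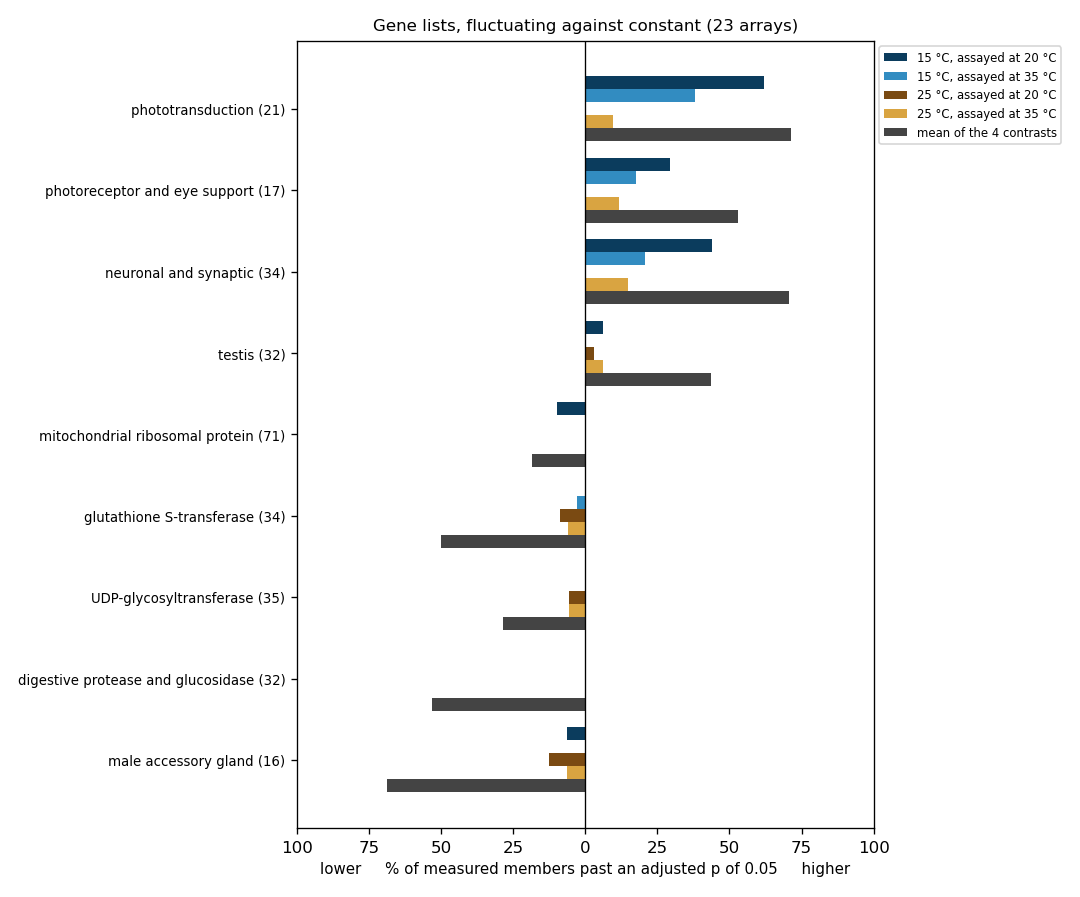
Percent of the measured genes of each list (number in brackets) with an adjusted p under 0.05 between regimes on 23 arrays, higher in fluctuating flies to the right and lower to the left. Bars give the 4 contrasts and their mean; phototransduction reaches 13 of 21 genes at 15 °C, 20 °C and 0 at 25 °C, 20 °C.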

Ramping the flies to 35 °C led to few significant KEGG pathways, most pronounced a strong up-regulation of pathways of protein processing.

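Ramping raised the cytosolic machinery of protein folding, while genes of the endoplasmic reticulum moved both ways. All 6 measured heat shock protein genes rose in all 4 contrasts (6 adjusted over the list alone), with a median rise of 3.10, 3.32, 3.53 and 3.5 log2 units in 15 °C constant, 15 °C fluctuating, 25 °C constant and 25 °C fluctuating flies. All 8 genes of the CCT chaperonin rose as well (8 adjusted over the list alone), by a median of 1.14, 1.59, 1.83 and 1.67; *CCT3* rose by 1.35 ± 0.12 to 2.09 ± 0.12 (standard error, limma on 23 arrays). The array 15 °C constant, 20 °C, replicate 1, read these 8 genes a median of 0.74 higher than the other 2 arrays of its group, and without it the first of these medians was 1.37. Of 17 other chaperones and cochaperones 9, 9, 10 and 10 rose and at most 1 fell (9, 10, 11 and 10 adjusted over the list alone), with *CG1416*, an activator of Hsp90, up by 2.00 to 2.24 and *Hsp110* by 1.59 to 1.99. Camera gave adjusted p of 2.1e-20 or less for heat shock proteins (adjusted p = 2.3e-06 or less with an estimated correlation). For other chaperones they were 1.5e-09 or less (adjusted p = 0.0058 or less with an estimated correlation), and for CCT 1.8e-11 or less (adjusted p = 0.082 to 0.17 with an estimated correlation). Of 22 genes of protein processing in the endoplasmic reticulum 4, 5, 5 and 4 rose and 4, 1, 6 and 8 fell (5, 5, 6 and 5 rose and 4, 3, 6 and 10 fell adjusted over the list alone). The chaperone *Hsc70-3* rose by 0.71 to 1.00 and the stress kinase *PEK* by 0.60 to 1.01, and the translocon gene *Sec61alpha* fell by 0.44 in 15 °C constant flies (adjusted p = 0.0067, and 0.055 without 15 °C constant, 20 °C, replicate 1). Of 8 prolyl-4-hydroxylase alpha genes 3 rose in every contrast (3 adjusted over the list alone), *PH4alphaEFB* by 1.02 to 1.14. On 24 arrays 1, 0, 3 and 2 of the 6 heat shock protein genes passed (4, 0, 5 and 5 adjusted over the list alone).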

### Gene expression correlations with thermal tolerance phenotype

For a high number of genes the expression was significantly correlated with the thermal tolerance phenotype of flies from the corresponding treatment. Thus, treatments that affected heat tolerance also affected mean gene expression in a specific way. We found 2717 genes (1223 up and 1494 down) at 20 °C (no heat ramping) and 2469 genes (1300 up and 1169 down) at 35 °C (heat ramping) correlated to the thermal tolerance phenotype (P < 0.001). Of these genes 1399 were shared among the two temperatures (Table S4). These shared genes showed consistent up- or down-regulation overall, with 564 up, 828 down and only seven genes correlated negatively at 20 and positively at 35 °C (Chorion protein 18, Cold shock domain-containing protein CG9705, Dmel_CG6511, Dmel_CG9293, Hsp27, Hsp90 co-chaperone Cdc37, Protein OPI10 homolog). 

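Before ramping, *Hsp68* and the genes *Cdc37* and *Cp18* were lower in the regimes with higher heat tolerance. The CTmax measurements of single flies were not analysed here. The relative CTmax of the 4 regimes was recovered from the paper's coefficients for 629 probe sets at 20 °C in Table S4, as 0 for 15 °C constant, 0.436 for 15 °C fluctuating, 0.885 for 25 °C constant and 1 for 25 °C fluctuating flies. The paper's coefficients of 628 probe sets left out of that step differed from the computed ones by a median of 0.0024. Each of the 12 arrays of an assay temperature takes the CTmax of its regime, so that 4 values stand behind 12 arrays. At 20 °C, 2717 probe sets (1223 up and 1494 down) had an unadjusted p under 0.001. At 35 °C, 326 did (142 up and 184 down) on 12 arrays, and 2200 (1173 up and 1027 down) on the 11 without the array with the low correlation. For the probe sets at 35 °C the median difference from the paper's coefficients was 0.504 on 12 arrays and 0.0056 on 11. Assigning the 4 CTmax values to the regimes in all 24 ways gave as many probe sets in 6 of the 24 at 20 °C, and in 5 at 35 °C (11 arrays), with as many as 4730 and 4576, so that these counts do not single out the observed order of CTmax. The count at 20 °C was 1802 without 15 °C constant, 20 °C, replicate 2, and ranks of CTmax in place of its values gave 1871.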

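Of the probe sets correlated with CTmax at 20 °C, 1260 were also correlated at 35 °C on the 11 arrays, and 201 on all 12. *Hsp68*, *Cp18* and *Cdc37* were among the 1260. Without 15 °C constant, 35 °C, replicate 3, the counts were 755 and 121. Assigning the CTmax values in the other ways gave up to 3414 shared probe sets and a median of 3, and 5 of the 24 ways gave as many as observed.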

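The 7 genes rose with ramping in all 4 regimes, and before ramping they stood lower in flies from 25 °C than in those from 15 °C. *Hsp27* read 10.80 ± 0.17 (log2, SD, n = 3 arrays) in 15 °C constant flies at 20 °C and 10.09 ± 0.046 in 25 °C constant flies; after ramping it read 13.53 ± 0.032 and 13.78 ± 0.099. Its difference between mean temperatures was thus -0.72 before ramping and 0.26 after it (adjusted p under 0.05 for both, limma on 23 arrays). The Hsp90 cochaperone *Cdc37* had differences of -0.32 and 0.43, and the chorion gene *Cp18* of -0.23 and 0.49. For *CG6511* they were -1.06 and 0.35 (the latter with adjusted p = 0.052), and for the cold shock domain gene *CG9705* -0.29 and 0.17 (adjusted p = 0.065). For *Ing5* (named CG9293 in the paper) they were -0.39 and 0.24, and for *CG13926* (the OPI10 homolog) -0.43 and 0.46. Among probe sets correlated with CTmax at both assay temperatures on the 11 arrays, 513 were up at both, 742 down at both and 5 negative at 20 and positive at 35 °C. These 5 were *CG13926*, *Cdc37*, *Cp18*, *CG9705* and *Hsp68*. Without 15 °C constant, 20 °C, replicate 1, *Cdc37* and *CG9705* no longer passed the threshold at 20 °C. On all 12 arrays at 35 °C, 68 were up, 133 down and 0 opposite.

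**Figure D3:**
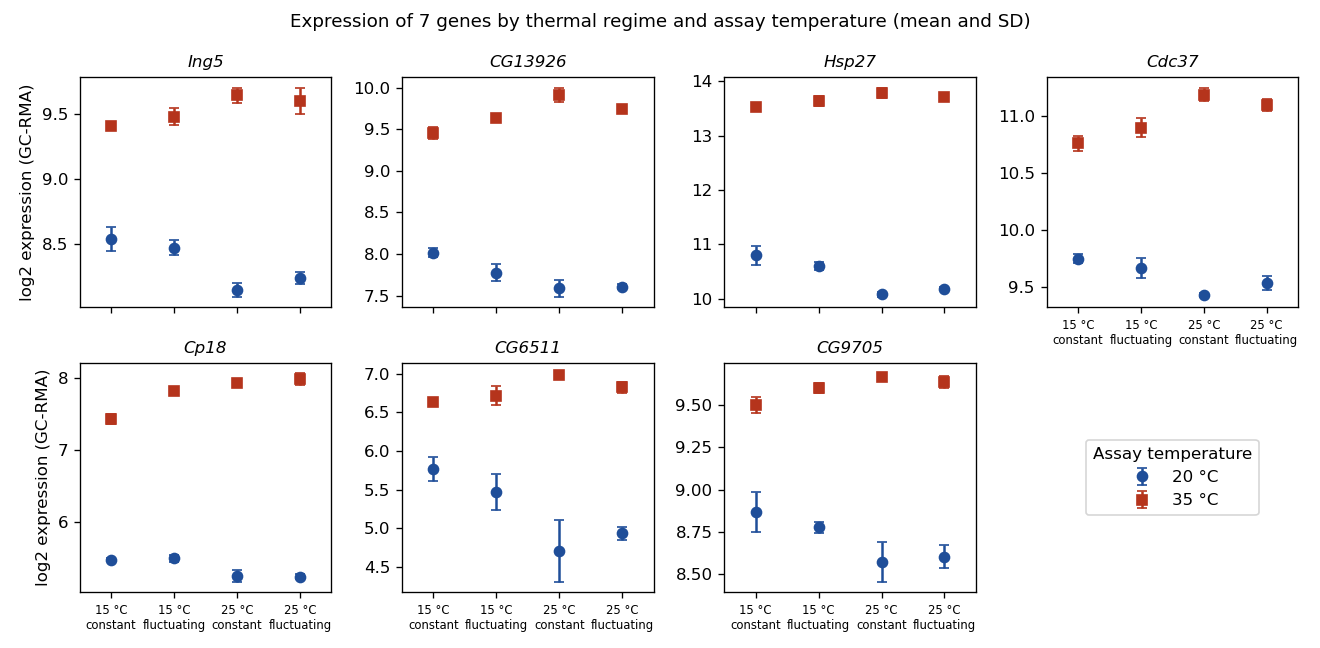
Expression (log2, GC-RMA) of the 7 genes by thermal regime, with circles for flies assayed at 20 °C and squares for flies ramped to 35 °C. Points are means and bars the SD of 3 arrays (2 for 15 °C fluctuating at 35 °C); *Hsp27* reads 10.80 and 10.09 in constant flies at 20 °C from 15 and 25 °C.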

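The chaperonin gene *CCT7* and the cochaperone gene *Stip1* are examples of genes whose difference between mean temperatures appeared with ramping. In constant flies *CCT7* had a difference of -0.21 log2 units before ramping and of 0.56 after it (adjusted p = 0.0088 for their difference of 0.77, limma on 23 arrays; 0.59 on 22 arrays, adjusted p = 0.0019). For *Stip1* the values were -0.15 and 0.42 (difference 0.57, adjusted p = 0.0078). At an unadjusted p under 0.001 at 1 assay temperature and above 0.05 at the other, 210 probe sets were correlated with CTmax at 20 °C only and 222 at 35 °C only on the 11 arrays of 35 °C. On all 12 arrays these were 1936 and 27. Without 15 °C constant, 20 °C, replicate 2, the group of 20 °C held 129, and without 15 °C constant, 35 °C, replicate 2, it held 320 and that of 35 °C 119.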

Of the genes that correlated with the thermal tolerance phenotype at 20 °C (P < 0.001) 214 were not correlated at 35 °C (P > 0.05), while for the genes correlated at 35 °C (P < 0.001) 237 were not correlated at 20 °C (P > 0.05). Functional GO-term enrichment analyses were performed to identify the functional significance of the differentially expressed genes identified (Table 2, complete list in Table S4). The analyses of these different gene groups showed a quite clear, but distinct pattern. Thus, genes positively correlated at both treatment temperatures (i.e. gene expression in treatments leading to increased expression at both temperatures were associated with high heat tolerance) were strongly enriched for processes related to detection of light and phototransduction (Table 2). 

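Of 21 measured phototransduction genes 3 were among the 409 genes higher with CTmax at both assay temperatures (0.717 by chance, Fisher's exact p = 0.033, adjusted p = 0.21 over the 32 lists). With ranks of CTmax it was 4 (adjusted p = 0.0050), and with an adjusted p under 0.05 as the threshold of the correlation it was 9 (adjusted p = 0.0084). Of 26 genes of fat metabolism 6 lay in the class (0.888 by chance, Fisher's exact test, adjusted p = 0.0063), a call lost without any 1 of 11 of the 23 arrays (adjusted p up to 1) and with ranks (adjusted p = 0.35), though at the adjusted threshold 19 lay in it (adjusted p = 8.1e-10). By the same exact test photoreceptor and eye support genes numbered 3 of 17 (adjusted p = 0.16), circadian clock genes 3 of 11 (adjusted p = 0.085, but under 0.05 without any 1 of 10 arrays) and cytochrome P450 genes 7 of 81 (adjusted p = 0.16, and 4.4e-06 at the adjusted threshold). Of 34 cytosolic ribosomal protein genes none was in it, but 17 were without 15 °C constant, 20 °C, replicate 1 (adjusted p = 1.1e-14). The background was the 11982 genes with a probe set tested. On all 12 arrays of 35 °C, as planned, the class held 55 genes and none of the phototransduction or fat metabolism genes (adjusted p = 1). Between mean temperatures 17, 10, 6 and 4 of the 21 phototransduction genes were higher at 25 °C in constant flies at 20 and 35 °C and fluctuating flies at 20 and 35 °C (17, 10, 6 and 1 adjusted over the list alone), with camera adjusted p of 5.9e-05, 0.022, 0.29 and 0.16 (adjusted p = 0.42 or more with an estimated correlation). *inaC*, the eye's protein kinase C, was higher by 0.54 to 1.07 log2 units. In the class of genes higher with CTmax at both, the phototransduction list had an adjusted p of 0.024 by Fisher's exact test without 25 °C constant, 35 °C, replicate 3. Without 25 °C fluctuating, 35 °C, replicate 3, that adjusted p was 1.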

Genes positively correlated at high temperature, but negatively correlated without the heat ramp to 35 °C (i.e. responding strongly during the heat ramping) were largely dominated by respiration, energy production and mitochondrial membrane function. 

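Genes of respiration were lower with higher CTmax at both assay temperatures. Of 57 oxidative phosphorylation genes 46 lay among the 621 genes lower at both (2.95 by chance, Fisher's exact test, adjusted p = 5.1e-48). By the same exact test the class held 8 of 14 TCA cycle genes (adjusted p = 1.2e-06), 12 of 15 muscle genes (adjusted p = 2.1e-12), 4 of 11 glycolysis genes (adjusted p = 0.011), and 7 of 16 male accessory gland genes (adjusted p = 5.9e-05). These calls held with each array left out (highest adjusted p = 0.012, for glycolysis). The exact test takes genes as independent, so for genes of a list that move together its p can be too small. Of 19 DNA replication genes 5 lay in the class (exact test, adjusted p = 0.012), a call lost without any 1 of 18 of the 23 arrays. Among these is 15 °C constant, 20 °C, replicate 1 (4 genes, adjusted p = 0.073), which read these genes a median of 1.09 higher than the other 2 arrays of its group. *SdhD* of complex II fell by 0.82, 0.88, 0.61 and 0.59 log2 units between 15 and 25 °C (limma on 23 arrays, standard error at most 0.069), before and after ramping alike. On all 12 arrays of 35 °C the class held 105 genes and 0 of the 57 of oxidative phosphorylation (0.500 by chance, Fisher's exact test, adjusted p = 1), of which 48 were correlated with CTmax at 20 °C only.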

Finally, genes only correlated after ramping to 35 °C were dominated by typical chaperone function, such as protein folding, and by processes associated to the shut-down of normal cell function during a stress response (i.e. mRNA metabolism and regulation of gene expression).

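Chaperones were overrepresented among the genes correlated with CTmax only after ramping, a result that single arrays decide. Of 17 chaperones and cochaperones outside the heat shock family, 7 lay among the 181 genes of this class (0.257 by chance, Fisher's exact test, adjusted p = 8.8e-08), and 4 of the 8 CCT chaperonin genes did (adjusted p = 5.4e-05). None of the 6 heat shock protein genes lay in it. After ramping, 11 of the 17 chaperones were higher in constant flies from 25 °C and 4 lower (11 and 4 adjusted over the list alone); before ramping 2 were higher and 4 lower (2 and 4 adjusted over the list alone). For CCT genes 7 of 8 were higher after ramping and 0 before (8 and 0 adjusted over the list alone). *Sgt1*, a cochaperone of Hsp90, differed by 0.53 after and -0.39 before ramping (difference 0.92, adjusted p = 2.3e-05, limma on 23 arrays). Without 15 °C constant, 20 °C, replicate 1, 2 of the 17 chaperones lay in the class (adjusted p = 0.34) and 3 of the 8 CCT genes (adjusted p = 0.0040). The call of the CCT genes was lost without any 1 of the 3 arrays of 15 °C constant, 35 °C (adjusted p up to 1), and with ranks of CTmax (adjusted p = 1). On all 12 arrays of 35 °C, as planned, the class held 23 genes and 0 of either list (adjusted p = 1).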

## Discussion

### Effects of thermal regimes on thermal tolerance

In this study we investigated the effects of exposing flies from a Danish population to constant *vs*. simulated natural fluctuating temperatures (Fig. 1, Figure S1). As expected, heat tolerance of flies acclimated at 25 °C was higher compared to 15 °C acclimated flies (Fig. 2). Although the increase in thermal tolerance seems limited in absolute terms (<1 °C) it was in the expected range for this trait as critical upper limits of invertebrates, including drosophilids, increase with approximately 0.1 °C for each degree of thermal acclimation^14^,^35^ which can markedly increase survival rates at high temperatures^20^,^23^. Temperature fluctuations during development also increased heat tolerance (equivalent to developmental acclimation at increased mean temperatures of 1 to 5 °C), and the effect was statistically independent of mean temperature, despite a lower absolute increase in heat tolerance at 25 °C. Thus, even though mean temperature acclimation had the largest effect, there was a significant and noticeable contribution to the heat tolerance phenotype by the fluctuation of temperature. The relative reduction at 25 °C was not caused by lack of acclimation capacity, as an even higher CTmax than observed in this study, has been obtained with the use of higher mean temperatures for *D. melanogaster*^23^,^36^. Neither is a potential difference in physiological age between treatments expected to affect the results, as CTmax shows little age effect in this and other *Drosophila* species^37^,^38^. The fluctuating regime at a mean of 15 °C reaches a maximum temperature of 20 °C, which is not high enough to induce the heat stress response^39^, yet it has as strong or stronger induction of heat tolerance compared to the fluctuating regime at a mean of 25 °C. Thus, the increased tolerance induced by fluctuations seems unrelated to the heat stress response.

A number of studies have investigated the effects of thermal fluctuation on the physiology of ectotherms^18^,^19^,^40^,^41^,^42^,^43^. In *Drosophila sp.* effects of temperature fluctuations on heat tolerance have been reported to be both beneficial^15^,^44^, and non-existent^35^. This discrepancy is probably explained by the exact experimental procedure. If fluctuations reach the boundaries of the thermal limits, organisms are temporarily stressed and directly negatively affected by the fluctuations^3^,^19^,^45^. If temperatures fluctuate within non-stressful limits, they will affect the temperature controlled metabolism^43^ as well as the assumed costs of monitoring the environment and inducing plastic responses.

### Effect of thermal regimes on gene expression

While it is well documented that developmental thermal acclimation strongly impacts adult thermal tolerance^8^,^13^, we have a limited knowledge of the molecular background contributing to this plastic change, and the knowledge we have is primarily derived from studies at constant temperatures^10^,^23^. Here we found several interesting aspects regarding physiological mechanisms affected by temperature fluctuations. 

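Some of the probe sets that changed with fluctuation also differed between mean temperatures or with ramping. At 15 °C, 20 °C, 332 of 405 probe sets changed by fluctuation also differed between mean temperatures in constant flies (174 by chance), 306 of them in the same direction. On 22 arrays it was 251 of 273, with 228 in the same direction. On the 23 arrays 131 of 176 did at 25 °C, 20 °C (75.6 by chance), 21 in the same direction. With ramping, the fluctuation calls at 15 °C shared 107 probe sets at 20 °C (58.7 by chance) and 130 at 35 °C (56.1 by chance), and those at 25 °C 79 (32.5 by chance) and 62 (32.7 by chance), on 23 arrays. These pairs of contrasts have 1 group of arrays in common. With no effect such pairs shared 0 in 20 simulations, which leave out the effects themselves, so part of these overlaps may still come from the common group. In pairs without a common group, the fluctuation calls at 15 °C, 20 and 35 °C, shared 229 and 302 probe sets with the mean temperature contrast of constant flies at the other assay temperature (177 and 179 by chance), but 119 and 133 with that of fluctuating flies (134 and 147 by chance). Those at 25 °C shared 100 to 140 in the 4 such pairs, each more than by chance (58.3 to 84.6). With ramping at the other mean temperature the fluctuation calls shared 54 to 164, each more than by chance (23.7 to 77.0). The values that follow are for ramping of constant, then of fluctuating flies. Of the shared calls at 15 °C, 39 of 154 and 35 of 96 at 20 °C changed the same way, and 60 of 164 and 58 of 112 at 35 °C. All but the last of these changed mostly in opposite directions. Of those at 25 °C, 35 of 68 and 32 of 68 at 20 °C changed the same way, and 31 of 54 and 32 of 55 at 35 °C. All numbers by chance here weigh every tested probe set alike, dim ones included. Probe sets that are easier to call can be shared more often for that alone, which was not tested. Of 6 heat shock protein genes none changed under fluctuation in any contrast (0, 0, 0 and 0, with 4 lower at 15 °C, 20 °C adjusted over the list alone). *tim* was higher at 25 °C by 1.29 to 1.81 log2 units, and its other probe set by a mean of 1.19 (1.63 for the one used). The response to ramping depended on mean temperature for 122 probe sets in constant and 13 in fluctuating flies, and on the regime for 0 at 15 °C and 0 at 25 °C, where 1174 and 711 had an unadjusted p under 0.05. For fluctuation with mean temperature 14 differed at 20 °C (2 on 22 arrays) and 6 at 35 °C. Without 15 °C fluctuating, 35 °C, replicate 1, the counts of 13, 6 and 0 (at 15 °C) were 528, 733 and 235, and without replicate 2 that of 13 was 1. On 24 arrays all 6 interactions had 0 calls, with 165, 1132, 518, 31, 116 and 684 probe sets at an unadjusted p under 0.05 (mean temperature with fluctuation at 20 and 35 °C, regime with ramping at 15 and 25 °C, mean temperature with ramping in constant and fluctuating flies). Of these only 1132 exceeds the share of 0.05 expected by chance. From the components, the pathways and gene ontology terms, the paper concludes that mean temperature, acute heat and fluctuation act largely through independent mechanisms. It also names the lack of a large gain in tolerance in the fluctuating regime at 25 °C. Besides, it tabulates overlaps of contrasts within and between the main treatments, with a p from simulations, and overlaps with gene lists of earlier heat studies.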

The PCA showed that transcriptional responses to mean temperature, acute exposure to heat and fluctuations act through largely independent mechanisms. If heat tolerance benefits associated with temperature fluctuations were achieved by induction of the stress response, we would expect a clear overlap between effects of high temperature exposure and fluctuations, and a large benefit in terms of increased heat tolerance of the fluctuating 25 °C treatment as this treatment reaches the temperatures that activate the heat shock response in *D. melanogaster*^46^. Neither of these expectations were met. The interpretation of independence among the three main treatments was confirmed when looking at the significant KEGG pathways and the gene ontology enrichment analyses of the genes differentially expressed among the three treatments (Fig. 5, Table S3), which had little general overlap in the identified pathways and processes identified.

The PCA and the number of genes significantly differentially expressed both show that mean rearing temperature (15 or 25 °C) and heat ramping (20 °C or ramped to 35 °C) have very large effects on the transcriptional profile. In comparison, temperature fluctuations induced very few genes overall (Tables S1 and S2), but the fluctuations still had quite an impact on heat tolerance. Thus, the few genes that were affected by fluctuations are likely to be associated with mechanisms related to heat tolerance in constant *vs.* fluctuating thermal environments. In contrast to the transcriptional responses to both mean temperature and ramping, most enriched pathways identified in response to fluctuating temperatures were contrast specific. 

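*Hdc*, *X11Lbeta* and *rdgC* passed the test for the regime at 15 °C, and *GstD5*, *Ugt36D1* and *Ugt35B1* at 25 °C. None of these genes was called for a difference of the fluctuation effect between mean temperatures. Their calls therefore do not show an effect limited to 1 mean temperature. *X11Lbeta*, an adaptor of synapses and photoreceptors, was higher in fluctuating flies at 15 °C, 35 °C by 0.76 ± 0.16 log2 units (standard error, adjusted p = 0.017, limma on 23 arrays), while its 2 other probe sets had mean changes of -0.024 and -0.011 over the 4 contrasts (0.56 for the one used). *rdgC*, a phosphatase of rhodopsin, was higher at 15 °C, 20 °C by 0.70 ± 0.14 (adjusted p = 0.010). *Ugt36D1* fell at 25 °C by 0.42 ± 0.072 and 0.55 ± 0.072 (adjusted p = 0.0085 and 0.0015), and *Ugt35B1* fell by 0.50 ± 0.079 and 0.38 ± 0.079 (adjusted p = 0.0067 and 0.035). The testis gene *mia* was higher by 0.54 ± 0.089 at 25 °C, 20 °C (adjusted p = 0.0067). With 1 array left out, the adjusted p of *Ugt36D1* at 25 °C, 35 °C was at most 0.024, that of *rdgC* at most 0.0497, and those of the other calls rose above 0.05. Of probe sets in the paper's Table S1 that were tested here, 331 of 344 were called with the same sign at 15 °C, 20 °C, 287 of 453 at 15 °C, 35 °C, 145 of 154 at 25 °C, 20 °C and 163 of 189 at 25 °C, 35 °C on 23 arrays, and 0 on 24.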

In conjunction with the low number of genes identified this makes interpretation of the role of these pathways less convincing (Fig. 5B). However, as a single exception significant up-regulation of the KEGG pathway ‘phototransduction’ was consistently found in flies from all four experimental groups from fluctuating developmental environments independent of mean temperature (Fig. 5B). 

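Of the 2 channel genes of the pathway, *trp* passed the test in 1 contrast and *trpl* in none. *trp* was higher by 0.77 ± 0.18 log2 units at 15 °C, 20 °C (standard error, adjusted p = 0.026, limma on 23 arrays), with changes of 0.74 (adjusted p = 0.054), 0.24 (0.65) and 0.48 (0.13) in the other contrasts. Leaving out 1 array raised the first of these adjusted p to at most 0.10. The related *trpl* had changes of 0.51, 0.43, 0.38 and 0.47, none past the test (adjusted p = 0.068, 0.17, 0.26 and 0.077), and 0.45 over the mean of the contrasts (adjusted p = 0.00066). *inaC* was higher by 0.70 at 15 °C, 20 °C (adjusted p = 0.020, and at most 0.088 with 1 array left out). The rhodopsin gene *Rh7* and the thermosensitive channel gene *TrpA1* had no call, with mean changes of -0.035 (adjusted p = 0.80) and 0.067 (adjusted p = 0.35). Of 12 thermosensory genes none changed in any contrast (0 adjusted over the list alone), and of 9 eye pigment genes none did (0 adjusted over the list alone). The change of the phototransduction list at 25 °C minus that at 15 °C had a median of -0.43 at 20 °C (camera adjusted p = 1.2e-08; adjusted p = 0.31 with an estimated correlation) and of -0.25 at 35 °C (camera adjusted p = 0.041; adjusted p = 0.84 with an estimated correlation). At 25 °C, 20 °C the camera adjusted p of the list was 0.0061 without 25 °C constant, 20 °C, replicate 3. The main rhodopsin of the eye and phospholipase C are not among the 21 genes, because no tested probe set is assigned to them by symbol. The paper speculates that sensory mechanisms induced by fluctuation prepare flies for an increase in temperature.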

Functional mutants in genes involved in phototransduction have been linked to loss of thermal preference selection of larvae^47^ and sensing of hazardous temperatures in adult *D. melanogaster*^48^. The sensitivity of TRP (Transient Receptor Potential) channels, of which some are thermally activated, could serve to detect environmental changes^49^. The role of such a response in the laboratory is unclear as the lack of spatial temperature variation makes selection of benign microhabitats redundant. Instead, we speculate that the sensory mechanisms induced by the fluctuating environment prepare the flies, and potentially many other insect species, for an increase in temperature and thereby provide a causal link to the observed increase in CTmax. In support of a role of phototransduction for thermal tolerance, genes from this pathway have previously been linked to laboratory selection for high temperature tolerance in *D. melanogaster*^50^.

The mean temperature treatments affected large parts of the transcriptome both with respect to number of significant genes and pathways and with respect to fold change. These changes comprised enrichment of processes related to energy production, corroborating recent findings^10^. There was a large overlap in both genes and enriched physiological processes among the four individual comparisons. Thus, the same genes seemed to be affected whether flies were kept at 20 °C or ramped to 35 °C and independent of temperature fluctuations. 

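*Lip4*, *Cyp6w1* and *tim* were higher, and *fln*, *ND-B8* and *Orc5* lower, at 25 °C in all 4 comparisons (limma, adjusted p under 0.05 in each). On 23 arrays the contrasts of constant flies at 20 and 35 °C shared 6434 probe sets (3517 by chance), 6401 of them in 1 direction. Those of fluctuating flies at 20 and 35 °C shared 4764 (2194 by chance; 4752 in 1 direction). On 24 arrays these pairs shared 629 and 265.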

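Constant and fluctuating flies assayed at 20 °C shared 5269 probe sets (2847 by chance; 5249 in 1 direction), and assayed at 35 °C 5129 (2711 by chance; 5122 in 1 direction), on 23 arrays. On 24 arrays they shared 284 and 541. *Orc5*, of the origin recognition complex, fell by 1.35, 1.45, 0.92 and 1.17 log2 units in constant flies at 20 and 35 °C and fluctuating flies at 20 and 35 °C (standard error at most 0.097, limma). The clock neuropeptide gene *Pdf* was higher by 1.45, 1.47, 1.17 and 0.60, with an adjusted p of 0.0027 in the last. Genes that did depend on ramping in constant flies include *per* (0.30 after ramping and 1.01 without, difference -0.72, adjusted p = 0.0033) and *Amnionless* (-1.55 and 0.077, difference -1.63, adjusted p = 0.0071).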

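Flies from 25 °C had more transcript of lipases, cytochromes P450, glycosyltransferases and digestive enzymes. Of 26 genes of fatty acid metabolism 21, 21, 22 and 21 were higher and 2, 1, 0 and 1 lower in constant flies at 20 and 35 °C and fluctuating flies at 20 and 35 °C (22, 21, 22 and 21 higher adjusted over the list alone, limma on 23 arrays). *Lip4* was higher by 1.05 ± 0.12 to 1.34 ± 0.12 log2 units (standard error, highest adjusted p = 1.9e-06) and the lipid droplet gene *Lsd-1* by 0.79 to 1.07. Of 81 P450 genes 55, 51, 49 and 39 were higher and 2 or 3 lower (57, 53, 53 and 40 higher adjusted over the list alone), with *Cyp6w1* up by 1.64 to 1.93 and *Cyp305a1* down. Of 35 UDP-glycosyltransferase genes 20, 20, 19 and 12 were higher (22, 22, 20 and 14 adjusted over the list alone), *Ugt37A2* by 0.99 to 1.54. Of 34 glutathione S-transferase genes 11, 17, 7 and 9 were higher and 3, 3, 2 and 1 lower (the same counts adjusted over the list alone), *GstE9* by 0.74 to 1.06. Of 32 digestive proteases and glucosidases 19, 26, 29 and 24 were higher and 0, 1, 0 and 0 lower (20, 28, 31 and 26 higher adjusted over the list alone), the maltase *Mal-A4* by 0.91 to 1.43. In fluctuating flies at 20 °C the camera adjusted p was 6.1e-10 for fatty acid metabolism (adjusted p = 0.12 with an estimated correlation), 1.0e-08 for P450 (adjusted p = 0.23 with an estimated correlation) and 2.1e-11 for digestion (adjusted p = 0.16 with an estimated correlation). On 24 arrays *Lip4* passed in flies assayed at 35 °C (adjusted p = 0.011 constant and 0.0021 fluctuating) and had adjusted p of 0.059 and 0.062 at 20 °C.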

The mean temperature affected strongly amino acid-, lipid- and carbohydrate metabolism, with increased metabolism at the higher temperature (Fig. 5A, Table S3). 

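Of the 57 genes of oxidative phosphorylation, 50 were higher at 15 °C in constant flies after ramping and 42 in fluctuating flies at 20 °C, and *COX7A* alone was lower (54 and 44 adjusted over the list alone, limma on 23 arrays). The median change of the list from 15 to 25 °C was -0.50 and -0.49 log2 units in constant flies at 20 and 35 °C, and -0.29 and -0.32 in fluctuating flies. Beside *ND-B8* and *SdhD*, the sarcomere genes *fln* and *TpnC4* were higher at 15 °C, and so was *Pgk* of glycolysis in 3 contrasts (fell by 0.67, 0.59 and 0.25 at 25 °C, with a change of -0.23 and an adjusted p of 0.080 in fluctuating flies at 35 °C). The mitochondrial ribosomal protein genes did not move as a block: of 71, 31 were lower and 0 higher at 25 °C in constant flies at 20 °C, and 5 lower and 13 higher in fluctuating flies at 20 °C (32 and 0, and 4 and 8, adjusted over the list alone). Without 15 °C constant, 20 °C, replicate 1, the first of these counts was 18.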

The oxidative phosphorylation pathway and genes related to energy production showed up-regulation in flies at 15 °C (Fig. 5A, Table S3). As we have no reason to believe that metabolism and higher energy production is causally associated with a decreased high temperature tolerance, this response might rather constitute a compensatory response to maintain appropriate energy regulation and a direct effect of temperature on the metabolic activity in flies from 25 °C (Fig. 5A).

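Ramping raised *GstE1*, *Cyp6t3* and *Ugt37B1* and lowered *Cyp6a8*, *Ugt37A2* and *Lip4*, so that gene families of detoxification moved both ways. *Cyp6t3* rose by 1.65 to 2.02 log2 units and *Cyp6a8* fell by 1.70 to 2.06 (highest adjusted p = 0.00031, limma on 23 arrays). *Lip4* fell by 1.20 to 1.5 and hexokinase *Hex-C* by 0.67 to 1.06. Over all probe sets 1164 rose and 1556 fell in 15 °C constant flies, 1462 and 1064 in 15 °C fluctuating flies, 1577 and 1890 in 25 °C constant flies and 1452 and 1664 in 25 °C fluctuating flies. The balance depended on scaling: with the array medians aligned, 1752 rose and 1131 fell, 1123 and 1311, and 2015 and 1392 in the first 3 of these. On 24 arrays 182 rose and 192 fell in 25 °C constant flies, 164 and 104 after quantile normalization.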

Gradually increasing the temperature to 35 °C led to a high and equal amount of up- and down-regulated genes (Fig. 3, Table S1). Few KEGG pathways were identified (Fig. 5C). The lack of response in the KEGG analysis reflects that the responding genes were not a part of the KEGG pathways rather than a lack of response. The relatively high amount of genes responding by up-regulation was shown by the gene ontology enrichment analysis to include stress responsive processes^24^ (Table S3). 

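Beside the heat shock proteins, thioredoxin reductase *Trxr1* and the glutathione transferase *GstE1* rose with ramping in all 4 contrasts. *Trxr1* rose by 0.66 ± 0.063 to 1.05 ± 0.063 log2 units (standard error, limma on 23 arrays) and *GstE1* by 1.47 ± 0.13 to 2.11 ± 0.13. Of 34 glutathione S-transferase genes 9, 9, 10 and 11 rose and 7, 6, 5 and 5 fell (10, 10, 11 and 12 rose adjusted over the list alone). Of 81 P450 genes 15, 16, 14 and 12 rose and 20, 21, 20 and 23 fell (20, 18, 17 and 15 rose adjusted over the list alone). Of 9 antioxidant genes 1, *Trxr1*, rose in each contrast (1 adjusted over the list alone). None of the 5 Turandot genes changed in 3 contrasts, and 1 rose in 25 °C fluctuating flies (1 adjusted over the list alone). Of 10 measured immune genes 2, 1, 2 and 2 fell and none rose (2, 1, 2 and 3 adjusted over the list alone), *BomS2* by 1.01 in 15 °C fluctuating flies (adjusted p = 0.00020). Of 26 genes of fatty acid metabolism 14, 11, 9 and 11 fell (16, 14, 9 and 14 adjusted over the list alone), among them *Lip4*, with camera adjusted p of 1.0e-05, 0.00056, 0.12 and 0.0021 (adjusted p = 0.31 or more with an estimated correlation).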

The pattern among the down-regulated genes was less clear and scattered among specific groups of functions not immediately related to the acute heat exposure (Table S3). As the general gene transcription and translation is suppressed during severe heat stress, the lack of a general metabolic suppression suggests that temperatures were not high enough to fully induce this suppression^24^.

### Correlation between gene expression and thermal tolerance

To identify candidate genes for heat tolerance we correlated gene expression across all genes with the heat tolerance phenotype at both 20 and at 35 °C. We found the expression of many genes to have a tight statistical association with heat tolerance. The majority of such genes showed a highly significant correlation at both temperatures, i.e. both before and during high temperature exposure. High expression of phototransduction genes and low expression of mitochondrial/energy production genes was associated with high temperature tolerance at both 20 and 35 °C. Further, a few chaperone genes and genes related to protein folding were associated at 35 but not at 20 °C suggesting that these genes contribute to short term acclimating (or hardening)^51^ during the heat exposure). Finally, seven genes were significantly correlated with heat tolerance, but negatively at 20 and positively at 35 °C. Among these several stress related genes (Hsp27, Cold shock domain-containing protein, Hsp90 Co-chaperone) were found. It is interesting that the expression at 20 °C so clearly predicts the resulting CTmax, underlining the importance of these genes for thermal tolerance. Moreover, the genes mostly predictive of heat tolerance showed a high degree of overlap with the genes affected by temperature fluctuations pointing to the potential importance of these genes and pathways identified for tolerance to this ecological relevant thermal regime.

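Ramping raised the heat shock genes more in flies from 25 than from 15 °C, starting from a lower level. In constant flies the difference between mean temperatures in the response was 0.98 log2 units for *Hsp27* (adjusted p = 8.8e-05, limma on 23 arrays), 0.88 for *CG13926* (adjusted p = 8.8e-05), 0.74 for *Cdc37* and 0.72 for *Cp18* (adjusted p = 0.00018 for both). It was 1.41 for *CG6511* (adjusted p = 0.00066), 0.62 for *Ing5* (adjusted p = 0.0015) and 0.46 for *CG9705* (adjusted p = 0.034, and 0.096 on 22 arrays). Outside the 7 genes, *Hsp68* differed by 0.68 and *Hsp26* by 0.85 (adjusted p = 0.00090 and 0.015). The heat shock protein list as a whole differed by a median of 0.55 in constant flies (camera adjusted p = 7.4e-09; adjusted p = 0.00046 with an estimated correlation) and of 0.31 in fluctuating flies (camera adjusted p = 0.00015; adjusted p = 0.014 with an estimated correlation).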

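Genes changed by fluctuation at 15 °C overlapped with those correlated with CTmax, and for those changed at 25 °C the overlap lay above or below chance by assay temperature. Of 405 probe sets called at 15 °C, 20 °C, 170 (42.0%) were correlated with CTmax at 20 °C, where 58.6 are expected by chance. At 15 °C, 35 °C it was 164 of 417 (39.3%). At 25 °C it was 17 of 176 at 20 °C (25.5 by chance) and 35 of 197 at 35 °C (28.5 by chance). With CTmax at 35 °C (11 arrays) the same 4 contrasts shared 89 (47.5 by chance), 98 (48.9), 29 (20.6) and 11 (23.1). The probe sets that differ between mean temperatures were correlated with CTmax as well, 2688 of 8063 in constant flies at 20 °C (1167 by chance). Both counts use the same arrays at 20 °C, and CTmax separates the regimes at 15 °C more than at 25 °C.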

### Overlaps with other studies on the transcriptomic basis of heat tolerance

Some inference about the mechanisms induced by the different treatments used here can be made by comparisons to other studies, although caution is warranted when comparing different genetic backgrounds^52^. As expected, heat ramping flies from 20 to 35 °C showed high overlap with genes earlier found to respond to short-term heat exposure (hardening)^24^. Genes that differed between constant and fluctuating regimes showed the largest association with genes found to respond to selection for increased heat knockdown time^53^, but was only weakly associated with genes earlier detected as heat responding (Figure S4). This underlines that genes induced by temperature fluctuations and by mean temperature represent separate and little explored mechanisms.

## Conclusion

The current knowledge of how organisms interact and respond to natural temperatures is primarily derived from studies on constant temperatures^23^. The results of this study of whole fly transcriptomics in a laboratory population suggest that the thermal acclimation of ectotherms is achieved by independent molecular pathways induced by mean and variation in temperature, in addition to the classical heat stress response. The response to mean temperatures is highly dependent on modification of a major part of the transcriptome (many genes), while the response to fluctuations is restricted to a much smaller set of genes in the transcriptomic response, including a strong signal from genes involved in environmental sensing (phototransduction). The independent acclimation mechanisms detected might explain why results from laboratory studies often do not match field findings^20^,^54^, and suggest that acclimation capacity is underestimated in laboratory studies that use constant temperatures^37^. Studies of the full performance curves could yield insight into the independent plastic responses to temperature mean and fluctuations and how they differ with respect to costs and benefits.

## Materials and Methods

### Experimental flies and thermal regimes

Males from a laboratory population of *D. melanogaster* founded from 589 isofemale lines collected in Denmark (2010) were used for this experiment^55^. Flies were reared from egg to adult and until six days of age in four different thermal regimes. Hereafter, the effects of the different thermal regimes were assessed by global gene expression analyses coupled with assays of upper thermal limits (Fig. 1). Experimental flies were density controlled^56^ by adding 30 eggs per 7 mL food vial. Egg collection was synchronized to ensure simultaneous emergence of experimental flies across temperature regimes (respective developmental times were estimated from pilot experiments). Each of the four temperature regimes was generated by a single custom build thermal cabinet at either constant 15 or 25 °C or fluctuating with mean temperatures of 15 or 25 °C, all with an identical 12:12 light:dark cycle. The fluctuating temperature regimes followed a Gaussian function yielding a daily fluctuation ranging from 12–20 °C and 22–30 °C, respectively (Fig. 1, Figure S1). The Gaussian model mimicked well the average daily variation in air and microhabitat temperatures measured at the site where flies were originally obtained suggesting that the model produced ecological relevant thermal fluctuations (Figure S1). Male flies were collected and pooled across 67 replicate vials every 7^th^ hour and maintained on fresh food with 20 flies per vial at the respective temperature regime. We used males to avoid confounding effects of reproduction status. Experimental flies from all treatments were six days old ±14 hours when assayed for either heat tolerance or transcriptomics. To ensure that all treatment groups experienced identical starting conditions for the thermal assays, flies were transferred to constant 20 °C eighteen hours prior to the start of the assay.

### Heat tolerance assay

The heat tolerance of male flies from the four temperature treatments was measured as CTmax and determined by a heat ramping assay^33^. All flies from all treatments were assayed in a single run. Flies (47–50 replicate flies per treatment) were quickly loaded individually into 5 mL screw-cap glass vials and placed in racks in a temperature controlled glass water tank. The temperature was ramped up from 20 °C at a rate of 0.1 °C min^−1^ until all flies were immobile. Flies were continuously monitored, and the temperature where flies stopped moving any body part was registered for each fly individually.

### Transcriptomics (RNA extraction and array hybridization)

For transcriptomic studies male flies from all four experimental treatments were transferred into four replicate 5 mL plastic vials in groups of 20 per vial. Samples were maintained in parallel at 20 °C (in a control water bath) or ramped from 20 °C at a rate of 0.1 °C min^−1^ until 35 °C in the water bath where the heat tolerance assay took place. Thus, flies assayed for heat tolerance and for transcriptomics were from the same generation and exposed to increasing temperature in the same water bath at the same time. When the temperature of the heat ramping assay reached 35 °C, the samples destined for transcriptomics (i.e. all samples from both 20 and 35 °C treatments) were simultaneously snap frozen in liquid nitrogen (Fig. 1). In total, 24 microarray experiments (four developmental treatments x two heat ramping treatments x three biological replicates) were performed for this study by AROS Applied Biotechnology A/S, Aarhus, Denmark. The Affymetrix Drosophila Genome 2.0 Array used here contains 18,880 probes analysing over 18,500 transcripts covering the vast majority of known and predicted genes. The RNA extraction and creation of cDNA were performed as described in Dyrskjøt, *et al*.^57^. Fifteen micrograms of cDNA were fragmented and loaded onto the Affymetrix probe array cartridge. Incubation, washing and staining procedures were performed in the Affymetrix Fluidics Station 450. The probe arrays were scanned at 560 nm using a confocal laser-scanning microscope (Affymetrix Scanner 3000 7G; Affymetrix, Santa Clara, CA, USA). The raw data was GC-RMA normalized^58^ using the gcrma package (v. 2.40.0) in R.

### Statistical Analysis

Heat tolerance data was analysed for effects of mean temperature (15 or 25 °C) and variability of temperature (constant or fluctuating) using a two-way ANOVA.

Differential expression of individual genes within each contrast was assessed using linear modeling and empirical Bayes methods in the Limma package^59^ (version 2.18.2) in R using FDR adjustment of the P-values. The empirical P-value for the observed overlap of genes among the different treatments was determined using Monte Carlo simulations. In each simulation, the gene list for each treatment was permutated (100,000 times) and the random overlap among gene lists was recorded. The empirical P-value was determined as the fraction of all permutations where the random overlap was larger or equal to the observed overlap among the gene lists.

We used the “unpaired” method implemented in GAGE^34^ to detect significantly differentially regulated KEGG pathways^60^,^61^ for each treatment contrast. For the contrasts within temperature regime (fluctuating *vs*. constant) and thermal ramping (35 *vs.* 20 °C) we used a significance threshold of FDR adjusted P-values at 0.05, while we used a significance threshold of 0.01 for mean developmental temperature (25 *vs.* 15 °C). Gene sets from the individual contrasts were also analysed based on GO terms created by the biomaRt package^62^ (version 2.24.0) and analysed by the PIANO (Platform for Integrative Analysis of Omics data) package^63^ (version 1.8.2) in R. Gene set analysis (GSA) in PIANO identified the significant enrichment of GO terms (restricted to minimum 10 and maximum 200 genes) based on the Limma P-values for all genes in each contrast. Significance for each GO term was evaluated based on a FDR adjusted P-value cutoff of 0.005 using 10^6^ permutations.

Gene expression of all samples from 20 °C (n = 12) and all samples from 35 °C (n = 12) was further correlated to the respective heat tolerance of the appropriate treatment group (four treatment groups). To compensate for the limited number of data points in this exploratory correlation we used a conservative significance threshold of P < 0.001. Functional annotation clustering of genes correlated to the heat tolerance phenotype was performed using the DAVID database^64^ to establish enrichment of functional groups of genes.

### Data Availability

Phenotypic heat tolerance data is deposited in Dryad (doi: 10.5061/dryad.571f8). Microarray gene expression data is deposited to the Gene Expression Omnibus database (GSE84680).

## Additional Information

**How to cite this article**: Sørensen, J. G. *et al*. Thermal fluctuations affect the transcriptome through mechanisms independent of average temperature. *Sci. Rep.* **6**, 30975; doi: 10.1038/srep30975 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

## Figures and Tables

**Figure 1:**
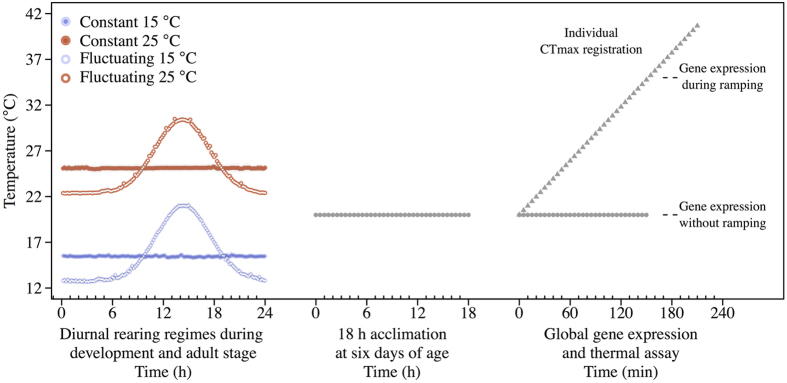
Schematic representation of the experimental design. Throughout development, flies were kept at one of the four thermal regimes (15 °C constant, 15 °C fluctuating, 25 °C constant or 25 °C fluctuating). Figure shows one cycle of 24 hours from the four distinct developmental thermal regimes, with average temperature data (±SEM) logged during the entire experimental acclimation. Prior to the heat tolerance assay all flies were moved to a common intermediate temperature of 20 °C for 18 hours. Hereafter thermal tolerance (CTmax) was estimated by increasing the temperature from 20 °C at a rate of 0.1 °C min^−1^ until immobilization of each individual fly. For microarray analyses, flies from each developmental regime were split in two groups and maintained at 20 °C or ramped from 20 °C at a rate of 0.1 °C min^−1^ until 35 °C (mean ± s.d. of realized rates in the experiments were 0.098 ± 0.001 °C min^−1^) where flies were snap frozen in liquid nitrogen.

**Figure 2:**
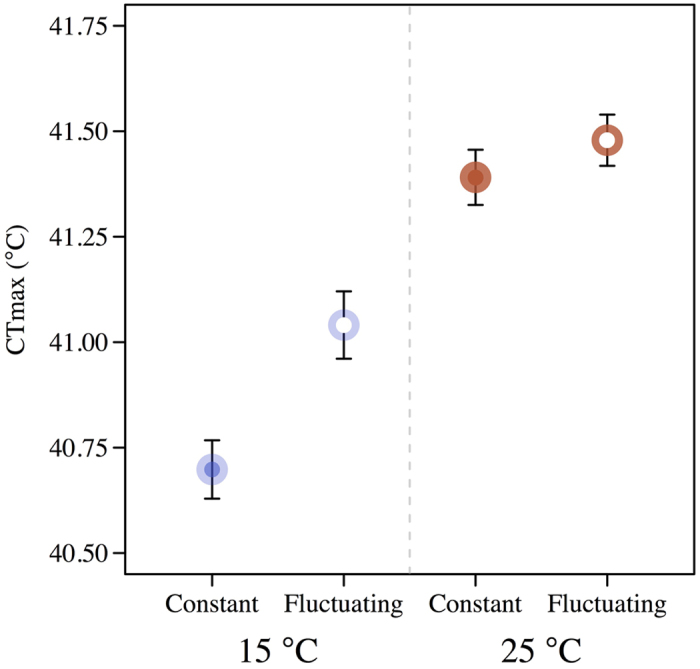
Heat tolerance phenotype assayed in a heat ramping assay. The temperature was increased from 20 °C at a rate of 0.1 °C min^−1^ until total immobilization (CTmax). Filled and open symbols represent development at constant (15 °C: n = 50; 25 °C: n = 48) and fluctuating temperatures (15 °C: n = 47; 25 °C: n = 48), respectively. Blue symbols represent development at 15 °C and red symbols development at 25 °C. Two-way ANOVA revealed significant effect of average temperature (P < 0.001) and thermal regime (P = 0.002). No post-hoc comparison was made as the interaction between thermal regime and average temperature was non-significant (P = 0.067).

**Figure 3:**
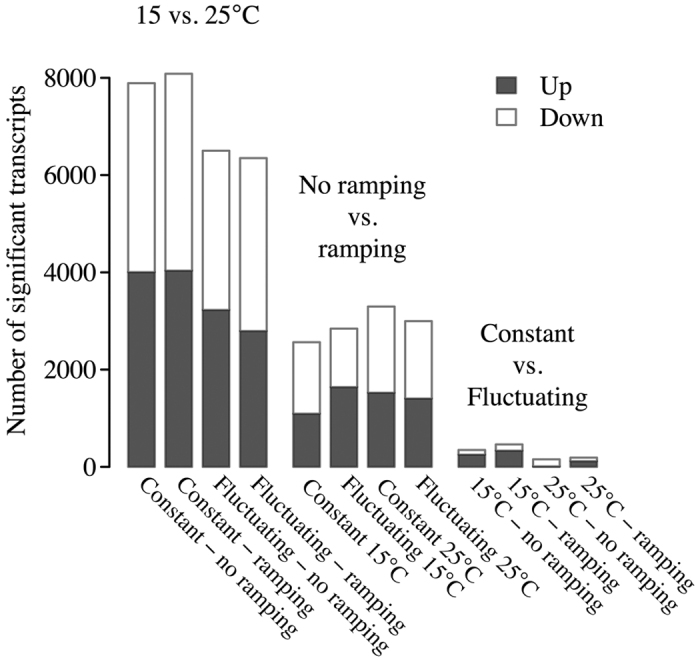
Barplot of significant of up- and down regulated genes in individual contrasts. Mean developmental temperature (15 vs 25 °C) had the largest effect on the number of genes differentially expressed, thermal high temperature ramping had an intermediate effect and temperature regime (constant *vs*. fluctuating) had a small effect on gene expression.

**Figure 4:**
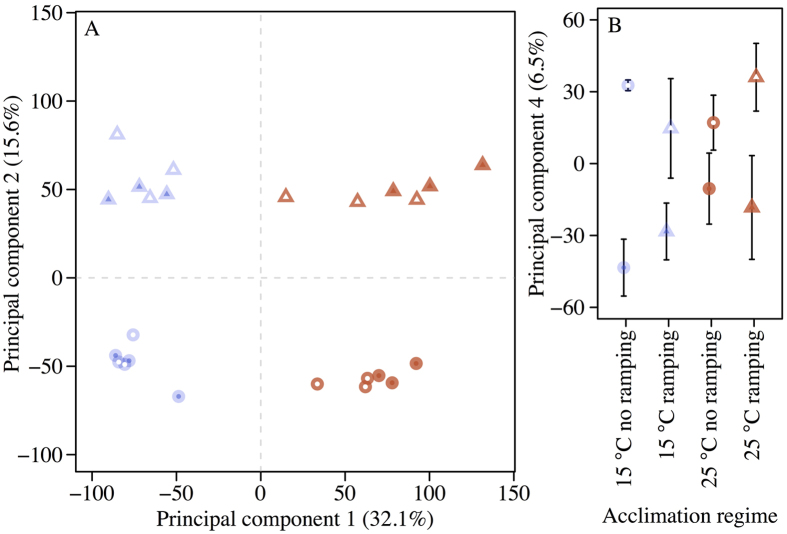
Principal component (PC) analysis of gene expression profiles. Each point represents the data from one biological replicate (one microarray). Open and closed symbols represent fluctuating and constant temperatures, respectively. Circles represent 20 °C temperature treatment and triangles represent 35 °C heat ramping treatment before sampling. Developmental temperatures are represented by blue (development at a mean of 15 °C) or red symbols (development at a mean of 25 °C), respectively. (**A**) The first two PC axes. (**B**) The score of the fourth PC showing the effect of thermal fluctuations (see Table 1 for the statistical results).

**Figure 5:**
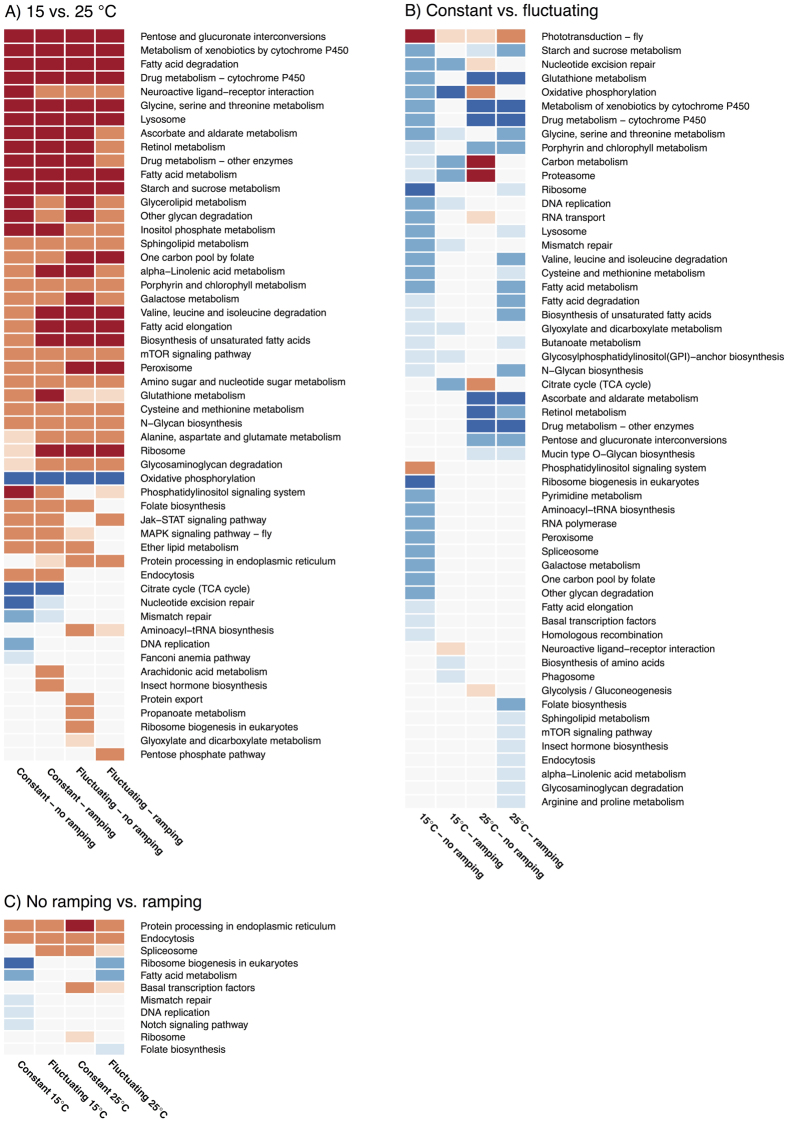
KEGG pathway analyses of the transcriptomic responses among main contrasts. KEGG pathway analyses were performed for the following three main contrasts: (**A**) Mean temperature (15 *vs.* 25 °C), (**B**) Temperature regime (constant *vs*. fluctuating) and (**C**) Thermal ramping (20 *vs.* 35 °C). In all panels, color signifies FDR adjusted significance (with progressively darker color associated with smaller P-values.) for a given KEGG pathway. Red color indicates up- and blue color indicates down-regulation at 25 °C, fluctuating temperature and ramping to 35 °C, respectively.

**Table 1:** Three-way ANOVA of PCA of gene expression.

Source of Variation (df)	PC1 (32.1%)	PC2 (15.6%)	PC3 (8.1%)	PC4 (6.5%)
	F	F	F	F
Mean (1, 16)	281.8***	3.8	0.003	1.4
Fluctuation (1, 16)	5.3*	0.3	2.4	23.3***
Ramping (1, 16)	1.1	771.0***	0.6	0.04
Mean × Fluctuation (1, 16)	4.2	7.1*	8.1*	0.8
Mean × Ramping (1, 16)	0.2	0.2	5.2*	0.1
Fluctuation × Ramping (1, 16)	0.04	7.4E−04	0.1	0.02
Mean × Fluctuation × Ramping (1, 16)	1.7	0.5	0.006	2.1

The results of the analysis of the first four PCs are given with the percentage of variance explained in brackets. Mean temperature (Mean) represents mean developmental temperatures of either 15 °C or 25 °C, Fluctuating environment (Fluctuation) represents development at either constant or fluctuating temperatures, and adult high temperature treatment (Ramping) represents either controls kept at 20 °C or ramped to 35 °C at a rate of 0.1 °C min^−1^. *P < 0.05, ***P < 0.001.

**Table 2:** Functional annotation enrichment analyses of genes with significant correlation between gene expression and heat resistance.

Positively correlated at 35 and 20 °C (n = 564)	Negatively correlated at 35 and 20 °C (n = 828)	Correlated at 35 but not at 20 °C (n = 237)
Detection of light stimulus (0009583)	Generation of precursor metabolites and energy (0006091)	Protein folding (0006457)
Phototransduction (0007602)	Mitochondrial membrane part (0044455)	Chaperonin-containing T-complex (0005832)
Response to light stimulus (0009416)	Cellular respiration (0045333)	Unfolded protein binding (0051082)
Detection of abiotic stimulus (0009582)	Organelle inner membrane (0019866)	mRNA metabolic process (0016071)
Detection of external stimulus (0009581)	Mitochondrial inner membrane (0005743)	Nucleoplasm (0005654)
Visual perception (0007601)	Oxidative phosphorylation (0006119)	Posttranscriptional regulation of gene expression (0010608)

The CTmax of each acclimation regime was correlated to the expression of each gene of the same regime prior to ramping (at 20 °C), as well as to the gene expression at the final stage of ramping (at 35 °C). Only genes with expression significantly correlated to CTmax at either 20 and/or 35 °C were included in the analysis. Here the results are truncated to represent the top six enriched GO terms in each category. See Table S4 for full list of clusters including all processes and the associated data-bases, number of genes, raw and corrected P-values. GO-term ID is presented in parenthesis after the GO-term.

# Supplementary material for: Thermal fluctuations affect the transcriptome through mechanisms independent of average temperature
**Source:** Sci Rep. 2016 Aug 4;6:30975. doi: 10.1038/srep30975
**Supplement:** Supplementary Information

Thermal fluctuations affect the transcriptome through mechanisms independent of average temperature

Jesper Givskov Sørensen^{1*}, Mads Fristrup Schou¹, Torsten Nygaard Kristensen², and Volker Loeschcke¹

Supplemental material:

Table S1. Table shows all significant gene lists in individual contrasts and lists of genes shared among individual contrasts within main contrasts.

Table S2. Table shows all individual two-way overlaps among individual contrasts, both within and between main contrasts.

Table S3. Table shows all significant enriched GO terms from the PIANO gene set analyses ($P < 0.005$).

Table S4. Table shows results of the correlation of gene expression with thermal tolerance phenotype for all genes and corresponding DAVID (<http://david.abcc.ncifcrf.gov/>) functional annotation enrichment analyses of significant gene lists. The table provides all statistics of the correlations including effect size.

Figure S1. Natural and laboratory temperatures relevant for the study. A) Natural temperatures occurring in the microhabitats where the population used in this study was originally collected. Data loggers (iButton® Data Loggers, Maxim, Sunnyvale, California, USA) were used to register temperatures at the collection site (a heap of discarded apples at a fruit orchard) every 10 minutes data modified from ⁵². The temperatures shown were collected during one month in spring (15th March to 16th April 2014) and present shaded air temperature (1 meter above ground) and at the surface of the apple heap. It is obvious from the graph that the apple heap microhabitat has buffered temperature fluctuations compared to air temperatures. Light areas on the graph correspond to day periods (8 AM to 8 PM), and dark areas correspond to night time (8 PM to 8 AM). B) Daily average temperature fluctuations in the apple heap (data from A). C) Daily average temperature fluctuations in the air (data from A). Data of B and C was centered to a mean temperature of 0 within each day for comparison. D) Actual temperatures experienced by flies in the thermal treatments. Data given here shows mean ($\pm$ SD) across eight consecutive days during the experiment. The figure shows that temperatures were accurately controlled by the thermal cabinets. The temperature profile followed a Gaussian function, which reasonably

mimics the expected thermal fluctuations in the natural environment of the original population of flies (compare B, C, D).

Figure S2. The number of significant genes differentially expressed among treatments. Genes with adjusted P-values (P adj.) in the Limma analysis < 0.05 were considered significant. Two main variables were considered: Mean temperature (15 or 25 °C) or fluctuation (constant or fluctuating temperature). See Figure 1 for details of the experimental design. Numbers in the Venn diagrams represent shared genes among individual contrasts within main treatments [Panel A: Fluctuation (Constant *vs.* fluctuating temperature); B: Mean temperature (15 *vs.* 25 °C)]. Numbers in brackets signify genes shared among all three contrasts.

Figure S3. Vulcano plots showing the log₂ fold change against the $-\log_{10}(\text{P-value})$ for each transcript in each of the four individual contrasts within A) Mean temperature (15 *vs.* 25 °C), B) Fluctuation (Constant *vs.* fluctuating temperature), and C) Ramping (No ramping (20 °C) *vs.* ramping (35 °C)).

Figure S4. Table show number of genes from this study overlapping with significant gene lists from two other transcriptomics studies on heat adaptation and responses to heat exposure. (1) Sørensen, et al. ⁵⁰, where the response in gene expression to selection was assayed. Selection regimes imposed were development (egg to pupae) at constant 30 °C (C30; 225 genes), survival to a heat shock (HS; 911 genes) and knockdown time (KD; 399 genes) when exposed to high temperature. (2) Sørensen, et al. ²⁸, where the time dependent response to a sub-lethal heat shock was assayed. Here, three main clusters of heat responsive genes were identified as responding either early up (265 genes), early down (505) or late up (226 genes). Both these studies investigated gene expression in female flies. Green color signifies a significant probability ($P < 0.01$) for observing the observed overlap by chance, given the respective gene lists compared, with progressively darker green associated with smaller P-values.

Supplementary Table S2. Overlap among all individual treatments including the probability of obtaining this overlap by chance based on the number of significant genes in each contrast (on the diagonal of panel A). Contrasts are defined by the following codes and colours: Yellow: Thermal ramping (20 *vs.* 35 °C); Red: Temperature regime (constant *vs.* fluctuating); Blue: Mean temperature (15 *vs.* 25 °C).

[illegible]

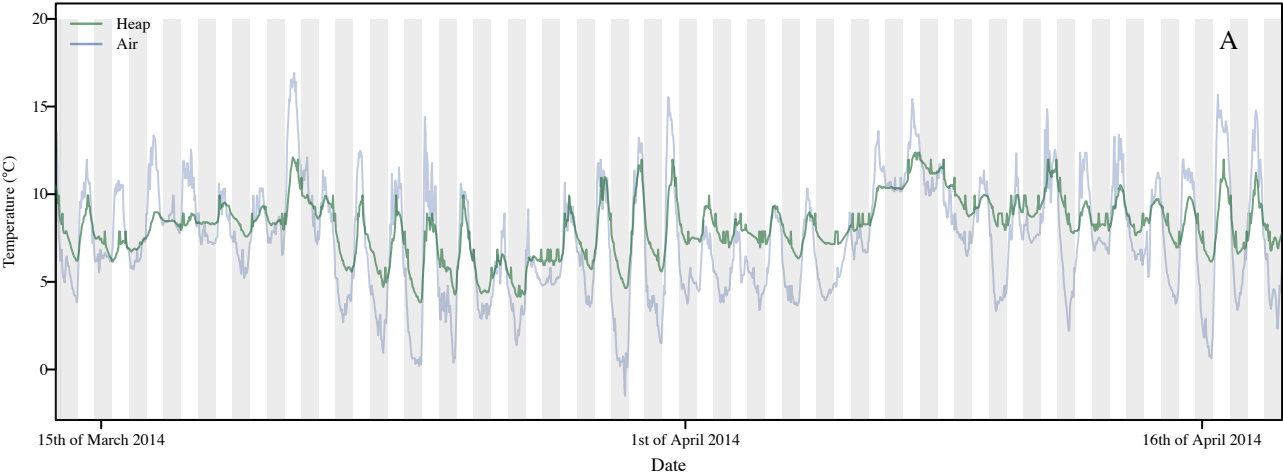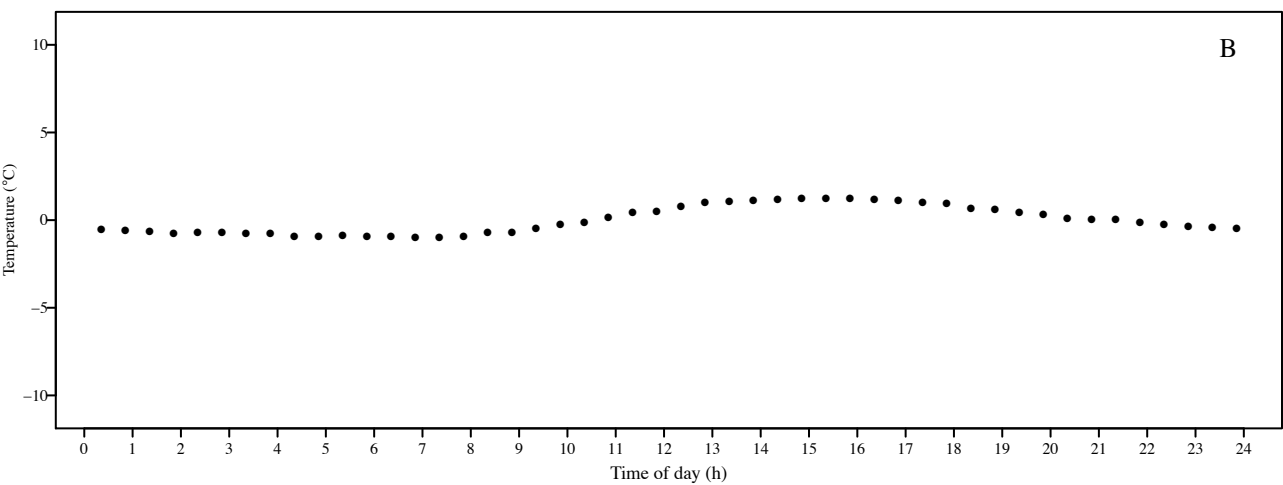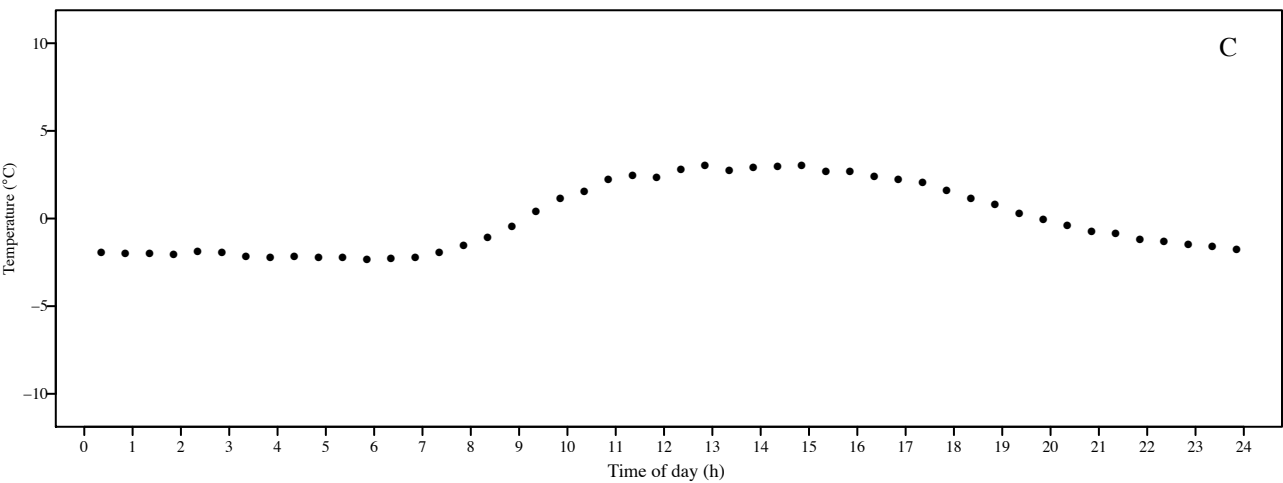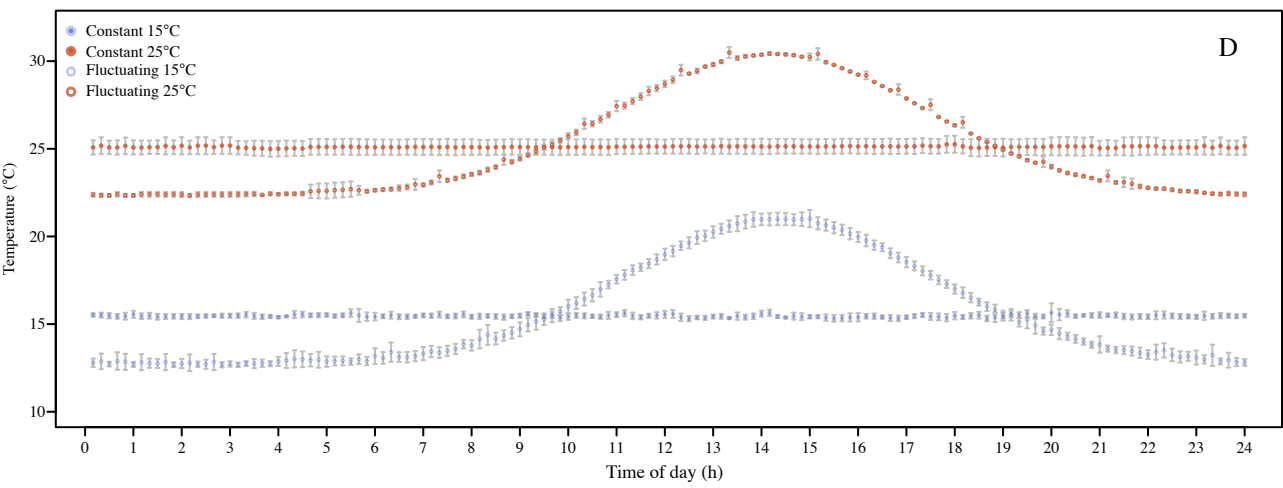

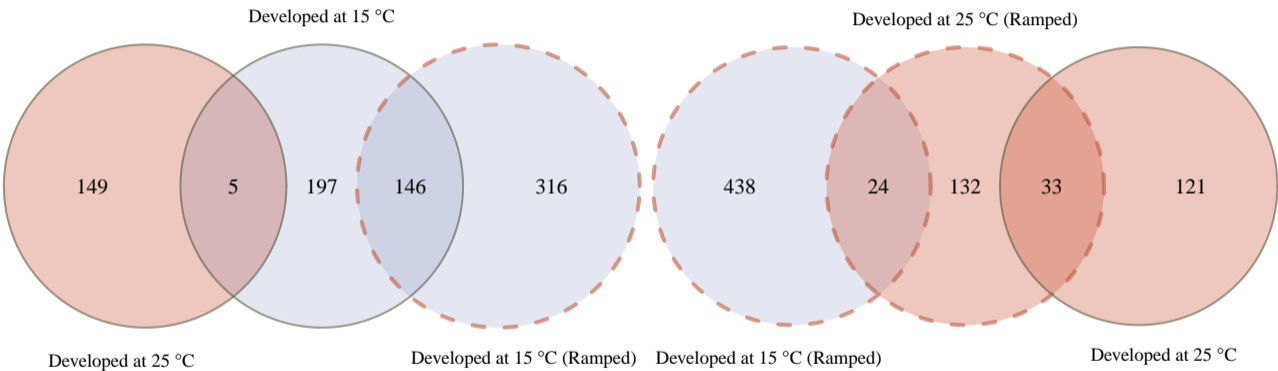

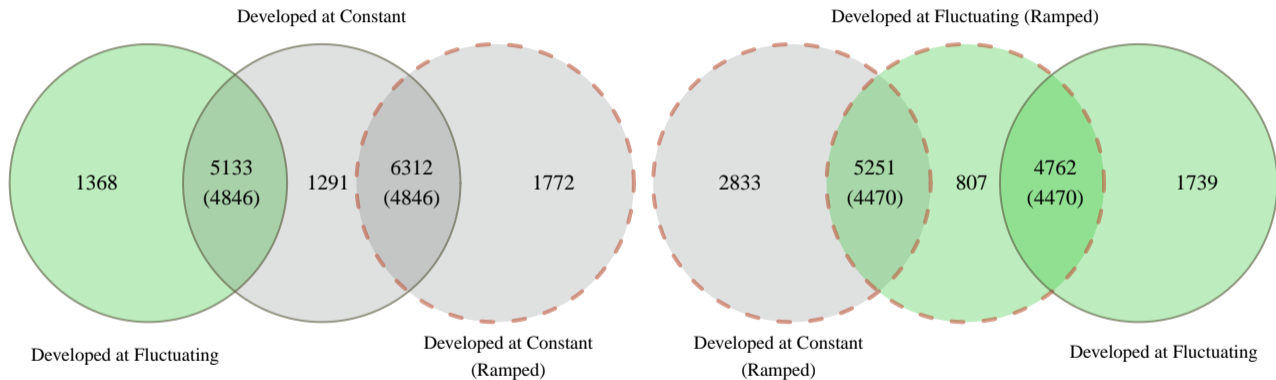

Constant – no ramping

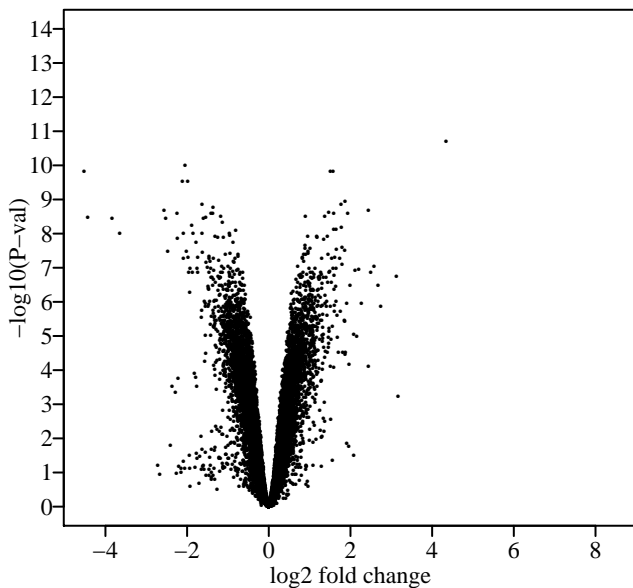

Constant – ramping

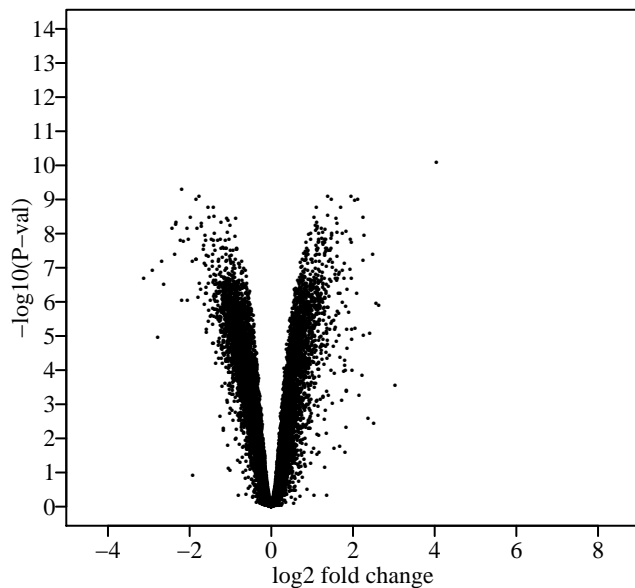

Fluctuating – no ramping

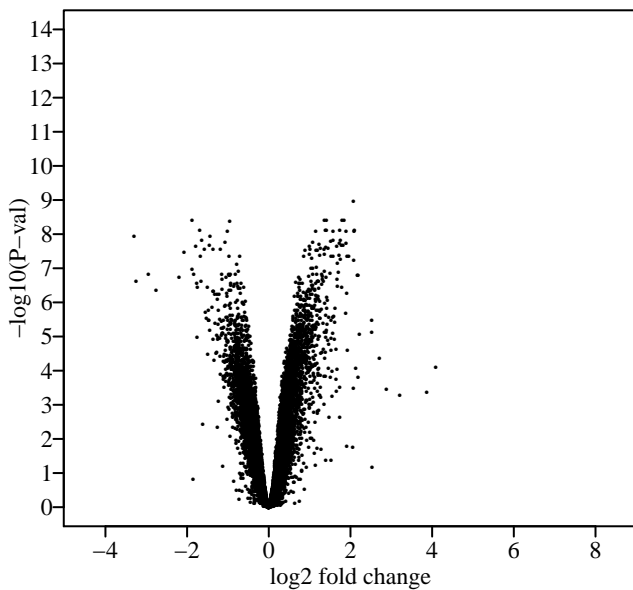

Fluctuating – ramping

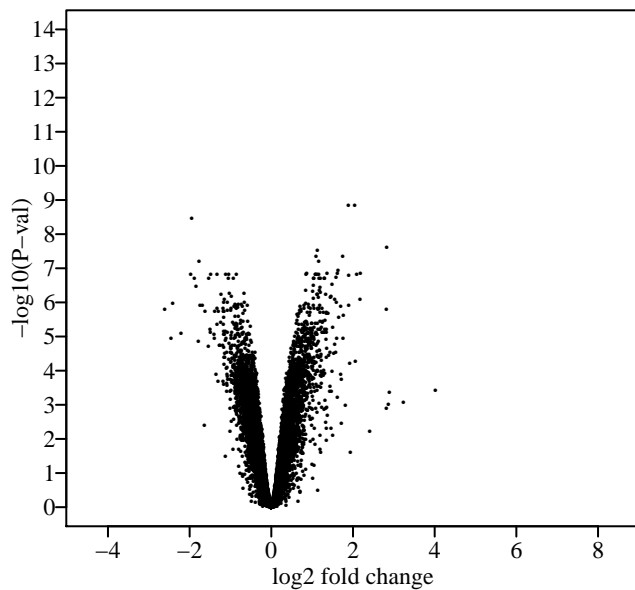

15°C – no ramping

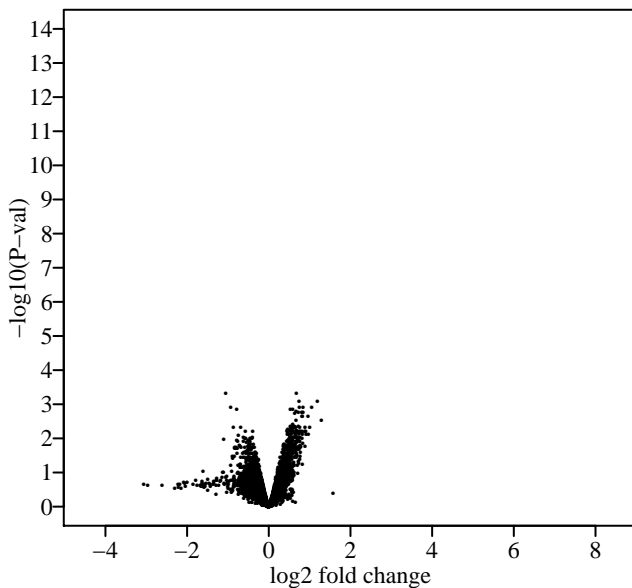

15°C – ramping

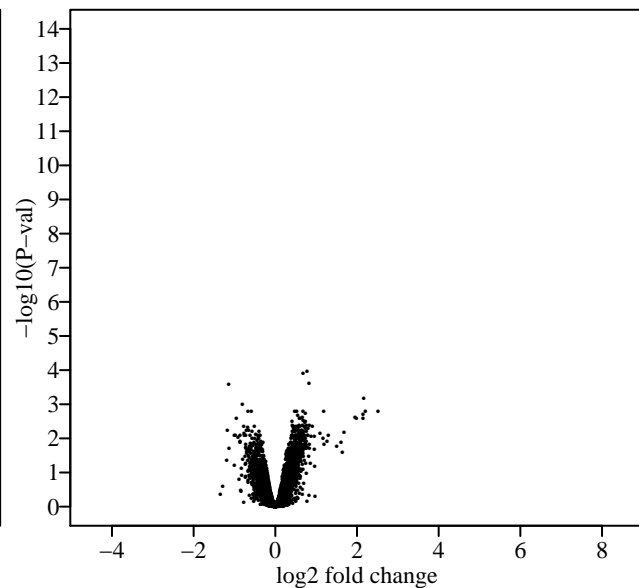

25°C – no ramping

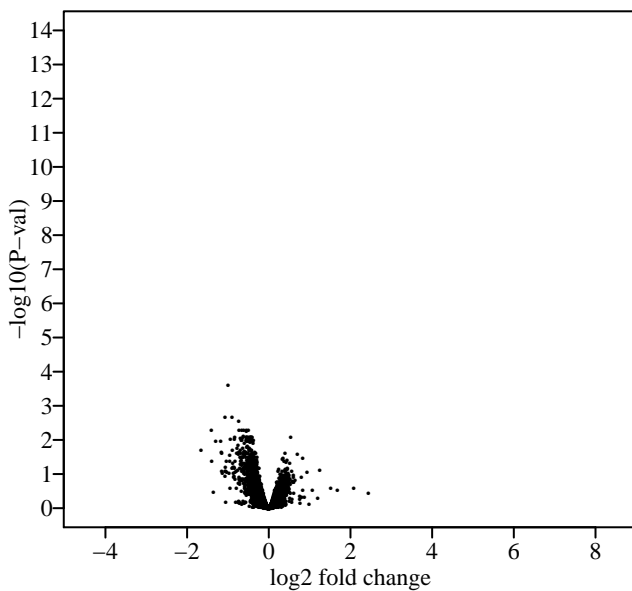

25°C – ramping

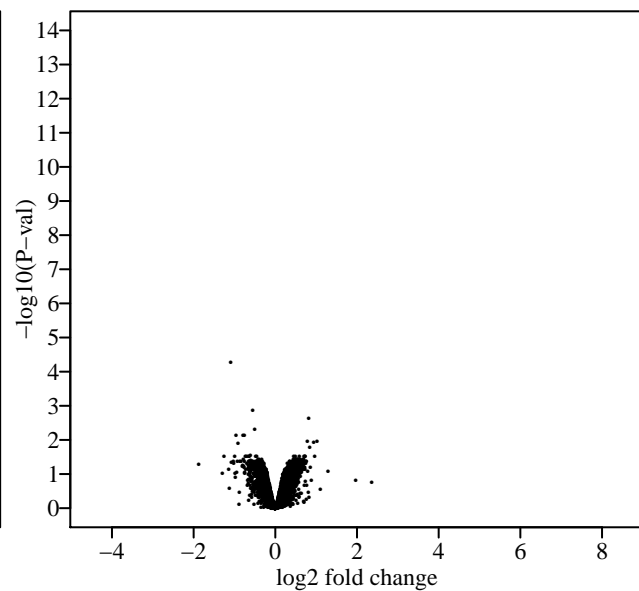

Constant 15°C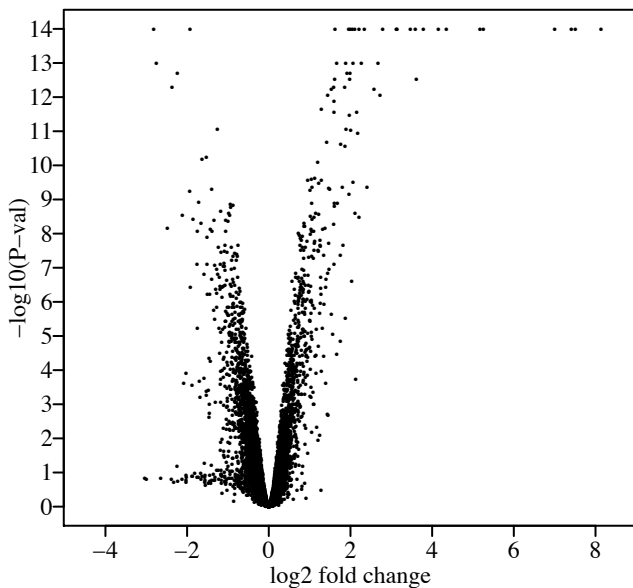**Fluctuating 15°C**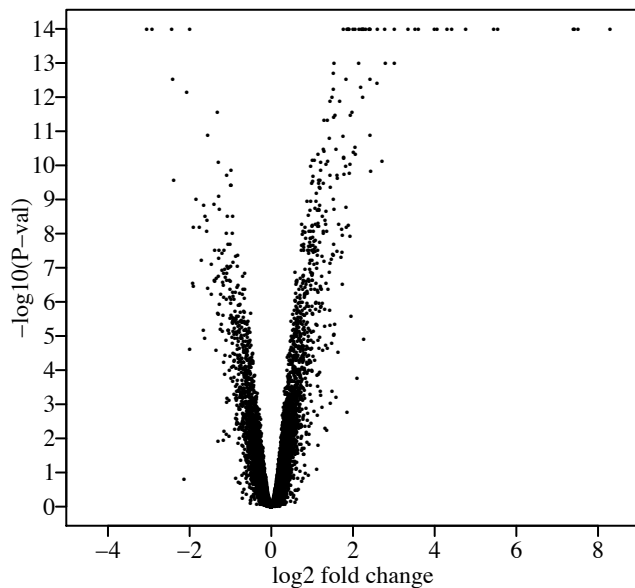**Constant 25°C**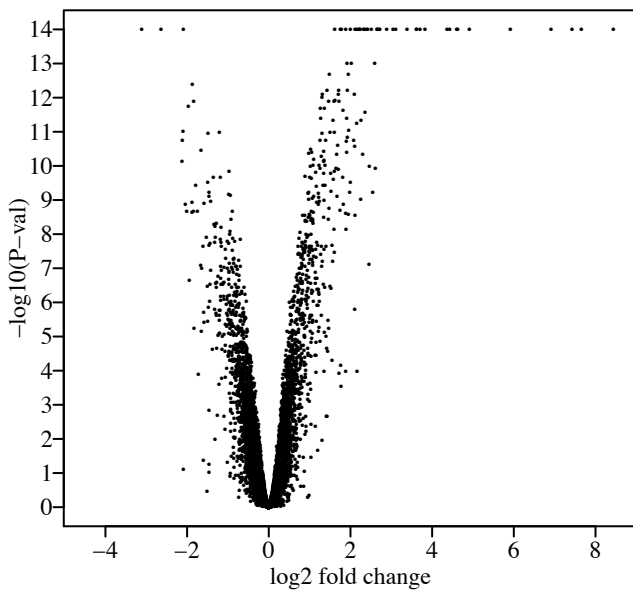**Fluctuating 25°C**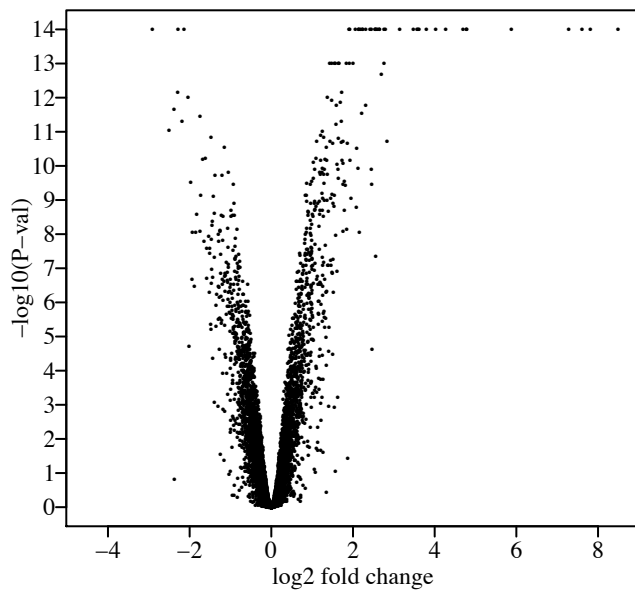

		Selection for			Heat responding		
		C30	HS	KD	Early down	Early up	Late up
Adult thermal treatment	Constant (15°C)	54	198	106	177	124	77
	Fluctuating (15°C)	53	216	100	177	133	77
	Constant (25°C)	54	245	104	175	135	93
	Fluctuating (25°C)	57	210	104	176	129	78
Fluctuation	15°C	14	40	30	14	3	9
	15°C (Ramped)	11	54	24	12	7	12
	25°C	2	10	10	4	5	6
	25°C (Ramped)	4	16	18	10	9	2
Mean temperature	Constant	117	519	217	341	145	149
	Constant (Ramped)	117	512	211	346	159	142
	Fluctuating	91	423	182	342	108	125
	Fluctuating (Ramped)	87	384	160	313	93	109

How the deposited data were processed for this re-analysis (not part of the article)

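RNA of whole male *Drosophila melanogaster*, 1 pool of 20 flies per array, was measured by the authors on 24 Affymetrix Drosophila Genome 2.0 arrays, 3 for each combination of mean temperature (15 or 25 °C), regime (constant or fluctuating) and assay temperature (20 °C, or ramped to 35 °C). The log2 values deposited by the authors are GC-RMA expression values: the authors' methods name background correction, normalization and summary per probe set with the package gcrma in R. A value is an expression level of 1 array, not a ratio. The condition of each array was taken from its label, and all columns of the deposited table were used. Scanner files were not used here, so the values could not be computed again from probe intensities. Arrays have no depth; the precision of a value comes from the spread between the 3 arrays of a group and is given as a standard error or SD.

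The table holds 18952 probe sets. The 183 control probe sets were left out of all tests, which leaves 18769. Of these, 13647 carry 1 gene symbol, 402 several and 4720 none; 13544 of those with 1 symbol were matched to a reference gene by gene number, and 0 symbols needed an update. Where a gene is counted once, in lists and named genes, the probe set with the highest mean over all arrays stands for it, which gives 11982 genes. Probe sets with several symbols were not assigned to a gene. List members with no probe set under their symbol or a synonym, such as the main rhodopsins and the Hsp70 genes, are missing from the lists.

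Group means were fitted with limma 3.58.1 in R 4.3.3 to 8 groups without covariates, with moderated variances. From 1 fit came 12 contrasts (4 each for mean temperature, fluctuation and ramping), 6 interactions and the mean of the 4 fluctuation contrasts. Every adjusted p of a gene in the text is from limma, adjusted by Benjamini-Hochberg over the probe sets of a contrast, with 0.05 as the threshold; probe sets were counted. The planned fit takes all 24 arrays. After the values were seen, the same fit was made on 23 arrays, without 15 °C fluctuating, 35 °C, replicate 3, and on 22, also without 15 °C constant, 20 °C, replicate 1. The paper's results do not rest on the deposited values of the array left out of both: its coefficients with CTmax at 35 °C differed from those computed here by a median of 0.5039 with this array and of 0.005588 without it. On 23 arrays the group 15 °C fluctuating, 35 °C has 2 arrays, whose spread is taken from all groups. The conclusions name genes from the 23 arrays and give counts from both fits.

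Principal components were computed in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) on probe sets scaled to unit variance. For the first 4 components, the F of 7 model terms was computed, and for the 3 main effects a permutation p from all 160000 arrangements of arrays within the levels of the other factors (80000 on 23 arrays). Figures were drawn with matplotlib 3.10.9.

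For groups of genes, 32 lists were written by hand from textbook knowledge, after reading the paper and its supplementary tables, since the members of the sets that the paper used are not in the materials used here. They cover sensory and neuronal genes, metabolism and detoxification, protein synthesis, folding and decay, and markers of tissues that a whole male holds or that female flies would bring. After the list results had been seen, 6 genes that had entered a list through a wrong synonym were removed. Lists were tested with camera of limma at a preset correlation of 0.01, adjusted over the lists of a contrast, beside counts of members past 0.05 adjusted over all probe sets and over the list alone. Of the phototransduction list 21 genes have a probe set assigned by symbol and 12 have none, of the heat shock protein list 6 and 11, and of the immune list 10 and 13; probe sets of the missing genes can be among those with no symbol or several, so a gene called measured in the text is one with an assigned probe set.

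Pearson correlation with CTmax was computed over the 12 arrays of an assay temperature, with a p from 10 degrees of freedom and 0.001 as the threshold, as in the paper. A probe set counted as correlated at 1 assay temperature only if its p at the other was above 0.05. The relative CTmax of the 4 regimes was recovered from coefficients in the paper's supplementary tables. Counts under all 24 assignments of the CTmax values to the regimes were computed beside it. Lists were compared with classes of correlated genes by Fisher's exact test, adjusted over the 32 lists. That test takes genes as independent, so its p can be too small for a list whose genes move together.

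Genes to be named were chosen by a rule: for each comparison the 5 that rose and the 5 that fell most by the mean change over its 4 contrasts, among those past the threshold in all 4 with 1 sign (for fluctuation in at least 2, with 1 sign in all 4); every gene the paper names; of each list up to 2 that rose and 2 that fell most; and the rhodopsins with *trp*, *trpl*, *TrpA1* and *norpA*. The paper's tables had been seen before. The rule was applied to the 23 arrays as well as the 24, a step added after the values were seen. Named outside the rule, from their values, are the genes of the interaction tests, those of the array with egg shell transcripts and the probe sets correlated with CTmax in opposite directions.

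Alternatives to these choices were a filter that keeps probe sets with a mean of at least 4 on the log2 scale, a variance trend, a fit to the arrays of a contrast alone, a block for the replicate number, quantile normalization, array medians aligned, array weights, a threshold of 0.01, genes in place of probe sets, unscaled probe sets in the components, an estimated correlation and fry for lists, the most variable probe set per gene, other values of CTmax, and each array left out in turn. The closing section gives their effect. The fits were tested on simulated data. With 50 probe sets changed by 1 log2 unit on 23 arrays, limma called 49 to 50 of them, with 8 to 12 false calls over all probe sets; at 0.5 log2 units it called 31 to 37, and at 0.3 it called 5 to 8. On 24 arrays it called 14 to 18 of 50 at 1 log2 unit and 25 to 29 at 2. CTmax of single flies was not analysed here.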

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

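Of the tests below, the comparison of the array 15 °C constant, 20 °C, replicate 1, with other groups, the splits for interactions and every fit on 23 arrays were chosen after the values were seen; the test for female RNA and that for degraded RNA were set before their result was seen.

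The array 15 °C constant, 20 °C, replicate 1, carries a signal that the paper does not report: it read a median of 5.185 log2 units higher than replicates 2 and 3 over 18 egg shell and yolk genes (15 of them by more than 1), 2.045 over 13 maternal transcripts, 1.09 over 19 DNA replication genes and 0.7435 over 8 CCT chaperonin genes. Degraded RNA is argued against by a mean 3' minus 5' difference of 2.512 over 3 control genes, within the 2.206 to 3.077 of the other 22 arrays. The array had a mean correlation of 0.9886 with the nearest other group, below the 0.9902 with its own. This cannot decide on another regime or assay temperature, since 25 °C fluctuating, 35 °C, replicate 3, read 0.9962 with its own group and 0.9969 with another. RNA of female flies or eggs is a candidate explanation for the genes that read higher, since the most abundant markers came with it: *Yp1* read 12.89 (5.423 at most on the other 22 arrays), *Yp2* 13.46 (at most 5.117), *Cp36* 12.42 (at most 4.693) and *osk* 9.055 (at most 3.565), while *Cp15*, *Cp16* and *Cp18* were not raised by more than 1. The paper used males, and a sort by sex would remove this source if no female was taken for a male; *Cp15* and *Cp18* read up to 7.615 and 8.029 on the other arrays, so these 2 do not mark females alone. Added RNA does not account for the 20 genes that read lower by more than 1 (0 to 16 on the arrays of the other groups), with *HSPBAP1* at -3.404, *Os-C* at -2.166 and *Obp83b* at -1.915 while the medians of testis and accessory gland genes were -0.1765 and -0.05395. These genes stay open, as do whether and how female RNA entered and its effect on genes that both sexes express. The design gives no condition that sets this array apart, so beyond female RNA no biological explanation was tested.

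The effect of fluctuation differed between mean temperatures for 14 probe sets at 20 °C and 6 at 35 °C (limma, interaction, 23 arrays); those at 35 °C with a gene symbol are *CG17560*, *Cirl* (whose other probe set differed by -0.2238, adjusted p = 0.595, against -0.7269) and *CG12795*, named after their values were seen. The count of 14 was 2 without the array with egg shell transcripts, and that of 6 was 0 with a block for the replicate number, with the arrays of the contrast alone and without 15 °C constant, 35 °C, replicate 2. In 100 splits, with the main effects taken out, no other split gave more than 1 where the real one gave 14 (1 of 100 as large). That argues against chance spread between arrays for the 23 arrays as grouped, but cannot address a difference between cabinets. The count at 35 °C has a group of 2 arrays and was not tested this way.

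The effect of ramping differed between mean temperatures for 122 probe sets in constant and 13 in fluctuating flies (limma, interaction, 23 arrays). For the 122 no other of 100 splits gave more than 1 (1 of 100 as large). In this way of drawing splits that argues against chance spread between arrays, but it cannot address a difference between cabinets. For the regime with ramping at 25 °C the real count was 0 and the highest of the others 1; with a real count of 0 each split is as large (100 of 100), so this says nothing on chance. An earlier way of drawing splits, which left the main effects in and was replaced after its results were seen, gave 6 of 100 as large as the 14 (at most 152), 13 of 100 as large as the 122 (at most 7137) and 100 of 100 as large as the 0 (at most 1020). The heat shock protein list responded more at 25 than at 15 °C, by a median of 0.5491 log2 units in constant and 0.3083 in fluctuating flies. On all 24 arrays the 6 interactions had 0 calls each, so that 100 of 100 splits are as large by construction. The highest of the others were 0, 13539, 14292, 0, 0 and 13394. The large counts are those of the interactions that hold the array with the low correlation: mean temperature with fluctuation at 35 °C, regime with ramping at 15 °C, and mean temperature with ramping in fluctuating flies. In the earlier way the highest were 1, 0, 43, 0, 46 and 549.

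For single contrasts only 10 splits of 3 against 3 arrays exist, too few for a share under 0.05. On 24 arrays the mean temperature contrasts gave 818, 1119, 369 and 1458, with 0, 0, 0 and 497 as the highest of the others (1 of 10 as large in each), the ramping contrasts 245, 476, 374 and 372 with 0 in the others (1 of 10), and the fluctuation contrasts 0 in all splits (10 of 10). On 23 arrays the real counts were 8063, 8188 and 6628 for mean temperature (others 0), 2720, 3467 and 3116 for ramping (others at most 0, 0 and 2), and 405 and 176 for fluctuation at 20 °C (others at most 1 and 0), each 1 of 10. For fluctuation at 25 °C, 35 °C, it was 197, with 1359 in another split (2 of 10 as large), which points to a structure of these 6 arrays other than the regime; their replicates of the same number correlated at a mean of 0.324 (-0.161 for other numbers), and with a block for the replicate number the count was 46. For the mean of the 4 fluctuation contrasts the real split was 1 of 100, with 16 against 0 on 24 arrays and 2858 against 14 on 23. That argues against chance spread between arrays, but cannot address a difference between cabinets.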

How the results depend on the processing

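The fits on 23 and 22 arrays, and every alternative on 23, were chosen after the values were seen; all other alternatives were planned. Values below are those that moved by more than 1.5 times or crossed the threshold, and the counts they moved from are in the text at each claim; the cause was not tested unless stated. Temperatures in brackets are mean temperature, then assay temperature, in °C.

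On 24 arrays the counts of called probe sets moved with the arrays in the fit and their weights. The main fit shares 1 spread over all 8 groups. The array with the low correlation therefore widens it also in contrasts that do not hold that array. With only the arrays of a contrast in the fit the counts were for mean temperature 7196 (constant 20), 8365 (constant 35), 6848 (fluctuating 20), 0 (fluctuating 35); for fluctuation 173 (15 20), 68 (25 20), 2 (25 35); for ramping 2113 (15 constant), 0 (15 fluctuating), 3101 (25 constant), 2688 (25 fluctuating); for interactions 4 (mean by fluctuation 20), 71 (mean by ramping constant). With array weights the counts were for mean temperature 9228 (constant 20), 10178 (constant 35), 8567 (fluctuating 20), 5733 (fluctuating 35); for fluctuation 1451 (15 20), 32 (15 35), 573 (25 20), 6100 (25 35); for ramping 3978 (15 constant), 1858 (15 fluctuating), 5415 (25 constant), 6176 (25 fluctuating); for interactions 418 (mean by fluctuation 20), 140 (mean by fluctuation 35), 102 (fluctuation by ramping 25), 460 (mean by ramping constant), 43 (mean by ramping fluctuating); 3779 for the mean of the 4 fluctuation contrasts. At an adjusted p under 0.01 the counts were for mean temperature 347 (constant 20), 545 (constant 35), 168 (fluctuating 20), 360 (fluctuating 35); for ramping 123 (15 constant), 216 (15 fluctuating), 204 (25 constant), 181 (25 fluctuating); 2 for the mean of the 4 fluctuation contrasts. With quantile normalization the counts were for fluctuation 1 (15 35); for interactions 1 (mean by ramping constant); 9 for the mean of the 4 fluctuation contrasts. With array medians aligned the counts were 36 for the mean of the 4 fluctuation contrasts. With a variance trend the counts were for fluctuation 4 (15 35); 55 for the mean of the 4 fluctuation contrasts. With a replicate block the counts were for fluctuation 1 (15 35); 4 for the mean of the 4 fluctuation contrasts. With the filter on dim probe sets the counts were 60 for the mean of the 4 fluctuation contrasts. Counting genes the counts were 45 for the mean of the 4 fluctuation contrasts.

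On 23 arrays the counts for mean temperature and ramping moved in fewer settings than those for fluctuation. With only the arrays of a contrast in the fit the counts were for mean temperature 2997 (fluctuating 35); for fluctuation 173 (15 20), 3 (15 35), 68 (25 20), 2 (25 35); for ramping 1324 (15 fluctuating); for interactions 4 (mean by fluctuation 20), 0 (mean by fluctuation 35), 71 (mean by ramping constant), 4 (mean by ramping fluctuating). With array weights the counts were for fluctuation 1433 (15 20), 6 (15 35), 508 (25 20), 6684 (25 35); for ramping 1654 (15 fluctuating), 5453 (25 constant), 6359 (25 fluctuating); for interactions 396 (mean by fluctuation 20), 25 (mean by fluctuation 35), 92 (fluctuation by ramping 25), 433 (mean by ramping constant). At an adjusted p under 0.01 the counts were for mean temperature 3859 (fluctuating 35); for fluctuation 96 (15 20), 43 (15 35), 31 (25 20), 11 (25 35); for ramping 1724 (15 constant), 1541 (15 fluctuating), 2290 (25 constant); for interactions 1 (mean by fluctuation 20), 0 (mean by fluctuation 35), 69 (mean by ramping constant), 5 (mean by ramping fluctuating); 994 for the mean of the 4 fluctuation contrasts. With quantile normalization the counts were for interactions 36 (mean by fluctuation 20), 2 (mean by fluctuation 35). With array medians aligned the counts were for fluctuation 624 (15 20), 93 (25 20), 124 (25 35); for interactions 31 (mean by fluctuation 20), 3 (mean by fluctuation 35), 8 (mean by ramping fluctuating). With a variance trend the counts were for fluctuation 498 (25 35); for interactions 27 (mean by fluctuation 35), 1 (fluctuation by ramping 25). With a replicate block the counts were for fluctuation 46 (25 35); for interactions 0 (mean by fluctuation 35), 1 (fluctuation by ramping 15). With the filter on dim probe sets the counts were for fluctuation 457 (25 35); for interactions 30 (mean by fluctuation 20), 14 (mean by fluctuation 35). Counting genes the counts were for fluctuation 396 (25 35); for interactions 9 (mean by fluctuation 20), 1 (fluctuation by ramping 25), 8 (mean by ramping fluctuating). Without the array with egg shell transcripts as well the counts were for fluctuation 483 (25 35); for interactions 2 (mean by fluctuation 20), 11 (mean by fluctuation 35).

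For the lists, the camera adjusted p on 24 arrays became, with an estimated correlation oxidative phosphorylation 0.9552 (constant 20), 0.713 (fluctuating 35); phototransduction 0.319 (15 20), 0.9837 (25 35); heat shock proteins 0.3803 (15 constant), 0.4661 (25 constant), 0.5193 (25 fluctuating). It became, with only the arrays of the contrast oxidative phosphorylation 1.416e-12 (constant 35), 1.206e-08 (fluctuating 20); phototransduction 0.03302 (25 20). It became, with array weights oxidative phosphorylation 2.938e-13 (constant 35), 4.933e-10 (fluctuating 20), 5.771e-06 (fluctuating 35, opposite direction); phototransduction 5.267e-08 (15 35); heat shock proteins 1.01e-23 (15 fluctuating). It became, with quantile normalization oxidative phosphorylation 0.004947 (constant 35), 0.02542 (fluctuating 20); heat shock proteins 0.0007638 (15 fluctuating). It became, with array medians aligned oxidative phosphorylation 0.04953 (constant 35). It became, with the filter heat shock proteins 0.04923 (15 fluctuating). It became, against a threshold of 0.01 oxidative phosphorylation 0.01257 (constant 20). On 23 arrays it became, with an estimated correlation oxidative phosphorylation 0.2486 (constant 20), 0.37 (constant 35), 0.3402 (fluctuating 20), 0.4549 (fluctuating 35); phototransduction 0.1994 (15 20), 0.3008 (15 35), 0.5772 (25 35). It became, with only the arrays of the contrast phototransduction 0.03302 (25 20). It became, with array medians aligned phototransduction 0.0455 (25 20). The test fry asks another question, whether a list changed at all, not whether it changed more than other genes. Its adjusted p, where on the other side of 0.05 from that of camera, was on 24 arrays oxidative phosphorylation 0.8593 (constant 20), 0.1587 (fluctuating 35); phototransduction 0.8836 (15 20), 0.9987 (25 35); heat shock proteins 0.2406 (15 constant), 0.07439 (25 constant), 0.0775 (25 fluctuating), and on 23 arrays phototransduction 0.1042 (25 35).

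Counts of probe sets correlated with CTmax became 177 (35 °C), 103 (both), 12 (35 °C only) with ranks of CTmax on all arrays and 1184 (35 °C), 646 (both), 141 (35 °C only) on 23, and 7056 (20 °C), 5560 (20 °C only) with an adjusted p under 0.05 on all arrays and 6358 (35 °C), 4840 (both), 1239 (20 °C only), 1009 (35 °C only) on 23. The Fisher adjusted p of phototransduction among genes higher at both (23 arrays) was 0.005041 with ranks and 0.008362 with the adjusted threshold. At an adjusted p under 0.01 the overlaps became 127, 255, 203, 113 for mean temperature on 24 arrays (20 °C by regime, constant by assay, 35 °C by regime, fluctuating by assay), and on 23 arrays 3404, 3069 for the last 2 of these and 0, 15, 1, 3 for fluctuation (20 °C by mean, 15 °C by assay, 35 °C by mean, 25 °C by assay); a stricter threshold calls fewer by construction. With the filter on 23 arrays fluctuation lay on the third component (F = 49.07, permutation p = 0.0001125), and its permutation p on the fourth was 0.445063. The change of *Pdf* between mean temperatures in fluctuating flies at 35 °C reversed with quantile normalization on 24 arrays, to a value with an adjusted p of 0.643.

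With each array left out in turn, calls ranged on 24 arrays for mean temperature 360 to 570 (constant 20), 510 to 818 (constant 35), 149 to 218 (fluctuating 20), 275 to 13930 (fluctuating 35); for fluctuation 0 to 14298 (15 35); for ramping 122 to 150 (15 constant), 231 to 14054 (15 fluctuating), 205 to 228 (25 constant), 192 to 232 (25 fluctuating); for interactions 0 to 6 (mean by fluctuation 35), 0 to 13 (mean by ramping fluctuating); 2 to 2858 for the mean of the 4 fluctuation contrasts. They ranged on 23 arrays for mean temperature 3283 to 6801 (fluctuating 35); for fluctuation 175 to 425 (15 20), 6 to 1609 (15 35), 8 to 140 (25 20), 8 to 2047 (25 35); for ramping 1511 to 3603 (15 fluctuating); for interactions 2 to 14 (mean by fluctuation 20), 0 to 733 (mean by fluctuation 35), 0 to 235 (fluctuation by ramping 15), 0 to 1 (fluctuation by ramping 25), 1 to 528 (mean by ramping fluctuating). On 24 arrays the counts of 13930, 14298 and 14054 came without 15 °C fluctuating, 35 °C, replicate 1, which leaves the array with the low correlation and 1 other in that group, and 2858 without the array with the low correlation. On 23 arrays 6801, 1609, 3603, 733, 235 and 528 came without that replicate 1, and 3283, 6, 1511 and 1 (mean by ramping) without its replicate 2; there a lone array is assumed to vary like the other groups. Permutation p on components ranged 1.25e-05 to 0.816625 (ramping on PC3) on 24 arrays and 0.008025 to 0.0862 (fluctuation on PC1), 5e-05 to 0.385594 (fluctuation on PC4) on 23. The highest of these for ramping and for PC4 come with an exchange of components: without the array with the low correlation ramping lay on PC2 (F = 834.8, permutation p = 1.25e-05), and without 15 °C fluctuating, 35 °C, replicate 2, fluctuation lay on PC3 (F = 32.07, permutation p = 0.00021875). Camera adjusted p ranged 0.02617 to 0.09922 (oxidative phosphorylation constant 35 °C), 6.866e-11 to 0.007045 (oxidative phosphorylation fluctuating 35 °C), 1.292e-10 to 0.9055 (phototransduction 15 °C 35 °C), 6.266e-22 to 0.5309 (heat shock protein 15 °C fluctuating) on 24 arrays and 1.896e-07 to 0.1121 (egg shell and yolk 15 °C 20 °C), 0.006072 to 0.4116 (phototransduction 25 °C 20 °C) on 23; on 24 the direction of oxidative phosphorylation reversed at 6.866e-11, without 15 °C fluctuating, 35 °C, replicate 3, and on 23 that of the egg shell list under fluctuation at 15 °C, 20 °C reversed without 15 °C constant, 20 °C, replicate 1 (the adjusted p ranged from 1.896e-07 to 0.1121, the latter without that array). Counts for CTmax ranged 1802 to 2828 (CTmax 20 °C), 121 to 1260 (CTmax both), 210 to 2070 (CTmax 20 °C only), 13 to 222 (CTmax 35 °C only), 177 to 2200 (CTmax 35 °C) on all arrays and 755 to 1331 (CTmax both), 129 to 320 (CTmax 20 °C only), 119 to 295 (CTmax 35 °C only), 1217 to 2388 (CTmax 35 °C) on 23, and Fisher adjusted p 5.077e-48 to 1.0 (oxidative phosphorylation among probe sets lower with CTmax at both), 8.756e-08 to 1.0 (other chaperone and cochaperone among probe sets correlated at 35 °C only) on all and 0.02432 to 1.0 (phototransduction among probe sets higher with CTmax at both), 6.383e-08 to 0.3381 (other chaperone and cochaperone among probe sets correlated at 35 °C only) on 23.

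For genes named one by one on 23 arrays, 6120 values under the alternatives other than leaving out an array kept direction and side of the threshold, 303 fell short of it and 81 passed it; for lists it was 4210, 278 and 88. With each array left out, 4682 gene values kept both, 402 fell short and 22 passed. Over the whole design the replicate numbers do not pair the arrays: of 77 same-numbered pairs 10 correlated above 0.1 in their deviations from group means (mean -0.0141, against 0.0072 for other pairs), and 4 of 23 arrays correlated best with their own number. The pair of groups 25 °C constant and 25 °C fluctuating at 35 °C had the highest mean, with 0.0493 to 0.494 for the same numbers (mean 0.324, against -0.161 for other numbers). In that contrast the block lowered the count from 197 to 46. Ramped 15 °C constant flies went the other way. Their same-numbered pairs had a mean of -0.258 with ramped 25 °C constant flies (0.128 for other numbers) and of -0.223 with ramped 25 °C fluctuating flies (0.111). The small mean over the design thus joins pairs of groups with opposite signs, and the cause was not tested. The counts with the replicate block that moved are above. Signal over background limits dim probe sets: 14441 of 18769 passed the filter, and on 23 arrays the simulated changes of 0.3 log2 units were mostly missed.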

Differences from the paper's values

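Every setting below named as without 15 °C fluctuating, 35 °C, replicate 3, was planned where the contrast holds that array, as 1 of the arrays left out in turn; the fit on 23 arrays for all contrasts was chosen after the values were seen. The paper's results do not rest on the deposited values of that array: the paper's coefficients with CTmax at 35 °C differed from those computed here by a median of 0.5039 on all 12 arrays and of 0.005588 without it (at 20 °C by 0.002572), and its first component held 66.8% on 24 arrays and 32.9% without it, against the paper's 32.1. Which values the paper used for this array is not known, so the values on 24 arrays below do not show how the paper's would come out from the arrays it used. Values of the paper are marked as the paper's, and those of Fig. 3 and Figure S2 were read by eye. Values are called different where 1 is more than 1.5 times the other.

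For mean temperature, called probe sets on 24 arrays (adjusted p under 0.05, limma) were 818, 1119, 369 and 1458 (constant flies at 20 and 35 °C, fluctuating flies at 20 and 35 °C), against the paper's about 7900, about 8100, about 6500 and about 6400 in Fig. 3. Of the settings chosen before the data were examined, the arrays of the contrast alone (7196, 8365 and 6848) and array weights (9228, 10178 and 8567) do not differ from the paper in the first 3, and array weights (5733) and leaving out 15 °C fluctuating, 35 °C, replicate 3 (6214) in the last; the others differ. For ramping the counts were 245, 476, 374 and 372 (15 °C constant, 15 °C fluctuating, 25 °C constant, 25 °C fluctuating), against the paper's about 2600, about 2800, about 3300 and about 3000 in Fig. 3. Here the arrays of the contrast alone (2113, 3101 and 2688) do not differ in all but the second, and leaving out that replicate (2526) does not in the second; the other settings chosen before then differ. On the 23 arrays, chosen after seeing the values, the counts are 8063, 8188, 6628 and 6214 and 2720, 2526, 3467 and 3116, none of which differs.

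For fluctuation 0 probe sets were called on 24 arrays in each contrast (limma; 413, 7133, 206 and 326 at an unadjusted p under 0.05), against the paper's 348 at 15 °C, 20 °C (251 up, 97 down), 462 at 15 °C, 35 °C (333 up, 129 down), 154 at 25 °C, 20 °C (10 up, 144 down) and 189 at 25 °C, 35 °C (115 up, 74 down). Leaving out 15 °C fluctuating, 35 °C, replicate 3, does not differ in the second (417; 330 up, 87 down); the other settings chosen before then differ, in all 4. The fit on 23 arrays, chosen after seeing the values, gives 405 (282 up, 123 down), 417, 176 (11 up, 165 down) and 197 (115 up, 82 down), none of which differs; of the paper's tested probe sets it calls 331 of 344, 287 of 453, 145 of 154 and 163 of 189 with the same sign, and drops the rest. On 22 arrays, chosen the same way, the counts are 273, 473, 242 and 483, of which the first 2 do not differ, with 223, 309, 151 and 188 of the paper's probe sets called with the same sign.

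Probe sets called in both of 2 contrasts were, on 24 arrays, 284 (constant and fluctuating at 20 °C), 629 (constant at 20 and 35 °C), 541 (constant and fluctuating at 35 °C) and 265 (fluctuating at 20 and 35 °C) for mean temperature, against the paper's about 5100, about 6300, about 5300 and about 4800 in Figure S2. For fluctuation they were 0 in each pair, against the paper's about 5 (15 and 25 °C at 20 °C), about 150 (15 °C at 20 and 35 °C), about 24 (15 and 25 °C at 35 °C) and about 33 (25 °C at 20 and 35 °C) in Figure S2. The planned threshold of 0.01 differs as well. On 23 arrays, chosen after seeing the values, they are 5269, 6434, 5129 and 4764, and 6, 150, 22 and 39, and do not differ.

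Probe sets correlated with CTmax at 35 °C were 326 (142 higher and 184 lower with CTmax), against the paper's 2469 (1300 and 1169). Those at both assay temperatures were 201 (68 higher, 133 lower and 0 opposite), against the paper's 1399 (564, 828 and 7). Those at 20 °C only were 1936, against the paper's 214, and those at 35 °C only 27, against the paper's 237. In each of these, leaving out 15 °C fluctuating, 35 °C, replicate 3, is the only setting chosen before the data were examined that does not differ: 2200 (1173 and 1027), 1260 (513, 742 and 5), 210 and 222.

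The first component held 66.8% of the variance, against the paper's 32.1, and the fourth 2.52%, against the paper's 6.5; leaving out the same replicate (32.9% and 6.79%) is the only setting chosen before the data were examined that does not differ. The F values of Table 1 follow, with the value without that replicate in brackets. Those where it does not differ from the paper are on the first component mean temperature 1.04 against the paper's 281.8 (270.9), fluctuation 1.01 against the paper's 5.3 (5.69), mean by fluctuation 1.24 against the paper's 4.2 (3.43); on the second component fluctuation 1.68 against the paper's 0.3 (0.398), ramping 4.32 against the paper's 771.0 (834.8), fluctuation by ramping 0.0891 against the paper's 7.4E-04 (0.00104), mean by fluctuation by ramping 1.52 against the paper's 0.5 (0.561); on the third component fluctuation 0.398 against the paper's 2.4 (2.41), mean by fluctuation 0.217 against the paper's 8.1 (8); on the fourth component fluctuation 36.6 against the paper's 23.3 (22.1), mean by fluctuation 6.61 against the paper's 0.8 (1). Those where it does differ are on the first component mean by ramping 1.15 against the paper's 0.2 (0.343), fluctuation by ramping 0.943 against the paper's 0.04 (0.186), mean by fluctuation by ramping 0.996 against the paper's 1.7 (0.588); on the second component mean temperature 217.6 against the paper's 3.8 (11.7), mean by ramping 0.00457 against the paper's 0.2 (0.47); on the third component mean temperature 2.49 against the paper's 0.003 (0.0807), ramping 300.0 against the paper's 0.6 (0.0896), fluctuation by ramping 1.01 against the paper's 0.1 (0.251), mean by fluctuation by ramping 0.58 against the paper's 0.006 (0.0839); on the fourth component ramping 0.015 against the paper's 0.04 (0.107), mean by ramping 1.65 against the paper's 0.1 (0.053), fluctuation by ramping 0.00286 against the paper's 0.02 (0.00144).

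Leaving out another array, as planned, also gave a value that does not differ for fluctuation on the third component (15 °C constant 20 °C replicate 1 or 15 °C fluctuating 35 °C replicate 2); fluctuation on the fourth component (18 of the 23 other arrays); ramping on the fourth component (15 °C fluctuating 35 °C replicate 2 or 25 °C fluctuating 35 °C replicate 3); mean by fluctuation on the first component (15 °C fluctuating 35 °C replicate 1 or 15 °C fluctuating 35 °C replicate 2); mean by ramping on the second component (15 °C fluctuating 35 °C replicate 2 or 25 °C constant 35 °C replicate 3 or 25 °C fluctuating 35 °C replicate 1); fluctuation by ramping on the fourth component (15 °C constant 35 °C replicate 1 or 25 °C constant 20 °C replicate 3 or 25 °C fluctuating 35 °C replicate 2); mean by fluctuation by ramping on the first component (15 °C fluctuating 35 °C replicate 2); mean by fluctuation by ramping on the second component (25 °C constant 35 °C replicate 3 or 25 °C fluctuating 35 °C replicate 1). Every other setting chosen before the data were examined differs for these F values.

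The paper places light detection and phototransduction among the processes enriched for genes higher with CTmax at both temperatures. Here 3 of 21 genes with a probe set were in that class (Fisher's exact test, adjusted p = 0.21, 11 arrays at 35 °C); with ranks of CTmax it was 0.005041, with an adjusted threshold 0.008362, and without 25 °C constant, 35 °C, replicate 3, it was 0.02432. A sentence of the paper's results assigns respiration to genes with opposite correlations at the 2 temperatures, while its Table 2 and its discussion place respiration among genes lower with CTmax at both. Here 46 of 57 oxidative phosphorylation genes were lower at both, as in that table, and the 5 opposite genes hold none of them. Of the paper's 7 opposite genes, *CG13926*, *Cdc37*, *Cp18* and *CG9705* are among these 5, while *Hsp27*, *CG6511* and *Ing5* are not, and *Hsp68* is. The paper reports the phototransduction pathway up in all 4 fluctuation contrasts; here the camera adjusted p on 23 arrays passes in 3, in none of them with an estimated correlation (0.1994, 0.3008 and 0.5772). The list was written by hand, is not the set that the paper tested, and lacks 12 members to which no tested probe set is assigned by symbol, among them *ninaE*, *norpA* and *ninaC*. It is 0.066 at 25 °C, 20 °C, but 0.03302 with the arrays of the contrast alone, 0.0455 with array medians aligned and 0.006072 without 25 °C constant, 20 °C, replicate 3. On 24 arrays it passes in 2, at 15 °C, 20 °C and 25 °C, 35 °C (0.319 and 0.9837 with an estimated correlation), and with array weights also at 15 °C, 35 °C (5.267e-08). The paper reports energy production lower at 25 °C, in the main common to the contrasts; on 24 arrays the oxidative phosphorylation list was higher in fluctuating flies at 35 °C (camera adjusted p = 0.0045, and 0.713 with an estimated correlation). In the other 3 it was lower, with camera adjusted p of 0.01257 (constant flies at 20 °C; 0.9552 with an estimated correlation), 0.05207 (constant, 35 °C) and 0.07792 (fluctuating, 20 °C), of which the first passes. On 23 arrays it was lower in all 4 (camera adjusted p = 6.9e-11 or less; 0.2486 to 0.4549 with an estimated correlation).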

Other observations

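The lists of genes were planned; the tests of the phototransduction pattern and of the direction of fluctuation calls, and every fit on 23 arrays, were chosen after the values were seen.

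Clock and immune genes were higher, and testis and seminal fluid genes lower, in flies from 25 than from 15 °C (limma, 23 arrays; constant flies at 20 and 35 °C, then fluctuating flies at 20 and 35 °C). Of 11 circadian clock genes 9, 9, 7 and 6 were higher and none lower (9, 9, 9 and 7 adjusted over the list alone), with camera adjusted p of 0.00027, 0.0021, 6.7e-05 and 0.00039 (adjusted p = 0.033, 0.089, 0.014 and 0.033 with an estimated correlation). The transcriptional repressor gene *cwo* was higher by 0.42 (adjusted p = 0.00055) in the first contrast and rose with ramping by 0.31 to 0.73 (its other probe set changed by a mean of -0.098 with ramping, against 0.53), and *per* fell with ramping by 0.77 in 15 °C constant and fell by 1.49 in 25 °C constant flies (adjusted p = 1.1e-06 and 2.6e-11). Of 10 immune genes 5, 6, 7 and 5 were higher (6, 7, 7 and 5 adjusted over the list alone), *PGRP-SB1*, a peptidoglycan recognition protein gene, by 1.29 to 2.20; camera adjusted p were 0.011, 0.027, 0.0057 and 0.0027 (adjusted p = 0.34 or more with an estimated correlation). Of 32 testis genes 23, 24, 24 and 23 were lower and 1 higher (25, 27, 25 and 26 lower adjusted over the list alone), with *can*, needed for spermatogenesis, lower in each (fell by 0.76 in the first, adjusted p = 0.00043); camera adjusted p were 0.00020, 3.4e-06, 2.1e-06 and 4.9e-05 (adjusted p = 0.45 or more with an estimated correlation). Of 16 male accessory gland genes 8, 8, 11 and 10 were lower and 2, 3, 2 and 3 higher (10, 9, 11 and 10 lower adjusted over the list alone); *Acp53C14c* fell by 1.5 in the first contrast (adjusted p = 1.9e-06) and *Acp32CD* was higher by 0.58 to 0.66. Of 34 neuronal genes 25, 10, 1 and 2 were higher (26, 9, 0 and 1 adjusted over the list alone), and of 17 photoreceptor support genes 10, 5, 5 and 7 (13, 5, 6 and 7 adjusted over the list alone).

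Other lists moved both ways or little between mean temperatures. Of 31 vacuolar ATPase genes 7, 10, 9 and 7 were higher and 11 lower in each (10, 11, 11 and 8 higher adjusted over the list alone), with *Vha100-4* higher by 0.57 to 1.15 and *Vha14-2*, which fell by 1.14 in constant flies at 20 °C. Of 19 DNA replication genes 11, 8, 5 and 7 were lower (11, 8, 5 and 7 adjusted over the list alone). Of 9 antioxidant genes 2, 4, 3 and 3 were higher and 2, 4, 3 and 2 lower (3, 4, 3 and 4 higher adjusted over the list alone), *Trx2* among the higher and *Sod2* among the lower. Of 5 Turandot genes 1, 1, 0 and 1 were higher (0, 1, 0 and 1 adjusted over the list alone), *TotC* by 3.00 in constant flies at 35 °C. Of 8 prolyl-4-hydroxylase alpha genes 3, 2, 2 and 1 were higher and 0, 0, 2 and 2 lower (2, 2, 2 and 1 higher adjusted over the list alone), of 9 eye pigment genes 3, 4, 3 and 3 were higher (3, 4, 3 and 3 adjusted over the list alone), and of 12 thermosensory genes 2, 1, 1 and 1 were higher and 2, 2, 1 and 2 lower (2, 1, 1 and 1 higher adjusted over the list alone), *wtrw* and *brv2* among them. Of 18 egg shell and yolk genes 2, 0, 1 and 0 were lower and of 13 maternal transcripts 7, 0, 0 and 0 (1, 0, 1 and 0, and 9, 0, 0 and 0 adjusted over the list alone). The 7 rest in part on 15 °C constant, 20 °C, replicate 1, which read these transcripts a median of 2.045 higher than the other 2 arrays of its group: without it 5 were lower, and the median change was -0.1143 in place of -1.111. The 11 DNA replication genes were 10 without it, with a median change of -0.2809 in place of -0.5646. Under fluctuation, in the mean of the 4 contrasts, 14 of 32 testis genes were higher (17 adjusted over the list alone; camera adjusted p = 6.6e-07, and adjusted p = 0.51 with an estimated correlation) and 11 of 16 accessory gland genes lower (13 adjusted over the list alone; camera adjusted p = 2.6e-07, and adjusted p = 0.18 with an estimated correlation).

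Phototransduction genes rose under fluctuation by a median of 0.3637 log2 units in the mean of the 4 contrasts. The array with egg shell transcripts as the whole source is argued against, since without it the median at 15 °C, 20 °C was 0.5225. A larger share of RNA from head and nervous tissue may account for part of the rise: the neuronal and synaptic list rose by 0.2757, with a positive change in 32 of its 34 genes, of which 24 passed the test (26 adjusted over the list alone). It stays a hypothesis, because genes of other tissues moved apart (digestive genes by -0.2384 and testis genes by 0.1554 in the median), which a smaller share of the body would not give alike. An effect of the regime on these cells stays open as well, untested, since whole flies were measured.

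Probe sets that changed under fluctuation tended to move toward the expression at the other mean temperature, on 23 arrays. Compared with the mean temperature change at the other assay temperature, averaged over regimes, which shares no array, 76% and 88.46% of the probe sets called in both at 15 °C had the direction of the change from 15 to 25 °C, and 29.37% and 26.9% of those at 25 °C. By regime, also without a shared array, these shares were 83.41%, 94.04%, 18.18% and 22.14% against constant flies and 56.3%, 70.68%, 42% and 21.78% against fluctuating flies; the former argue against shared arrays as the whole source, as does 80% in place of 76% against the array with egg shell transcripts, while at 20 °C the latter lie closer to an even split. A shift of the whole profile toward the other mean temperature may account for the calls at 25 °C, where the changes over all probe sets that differ between mean temperatures correlated at -0.425 and -0.545. At 15 °C these changes correlated at -0.152 (-0.0321 without the array with egg shell transcripts) and 0.0301. There a shift of the whole profile cannot be told apart from a change of the called genes alone. A response of flies to the warm or cool part of the cycle stays open, as untested.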
